# Mitochondrial DNA lineages determine tumor progression through T cell reactive oxygen signaling

**DOI:** 10.1073/pnas.2417252121

**Published:** 2025-01-03

**Authors:** Tal Yardeni, Arnold Z. Olali, Hsiao-Wen Chen, Liqing Wang, Jeffrey A. Halton, Angi Zenab, Ryan Morrow, Arrienne Butic, Deborah G. Murdock, Katrina G. Waymire, Grant R. MacGregor, Ben Boursi, Ulf H. Beier, Wayne W. Hancock, Douglas C. Wallace

**Keywords:** cancer, mitochondrial DNA, immunotherapy, reactive oxygen species, adoptive transfer

## Abstract

Mitochondrial DNA (mtDNA) is highly polymorphic, and host mtDNA variation has been associated with altered cancer severity. To determine the basis of this mtDNA–cancer association, we analyzed conplastic mice with the C57BL/6J (B6) nucleus but two naturally occurring mtDNA lineages, *mtDNA^B6^* and *mtDNA^NZB^*, where *mtDNA^NZB^* mitochondria generate more oxidative phosphorylation (OXPHOS)-derived reactive oxygen species (mROS). In a cardiac transplant model, *mtDNA^B6^* Foxp3+ T regulatory (Treg) cells supported long-term allograft survival, whereas *mtDNA^NZB^* Treg cells failed to suppress host T effector (Teff) cells, leading to acute rejection. When challenged with melanoma or colon cancer cells, the *mtDNA^NZB^* mice exhibited strikingly impaired tumor growth while *mtDNA^B6^* mice showed Treg-dependent inhibition of Teff cells and allowed rapid tumor growth. Transcriptional analysis showed that activation of *mtDNA^NZB^* Teff cells increased mitochondrial gene expression while activation of *mtDNA^NZB^* Treg cells impaired mitochondrial gene expression and resulted in *mtDNA^NZB^* Treg cell exhaustion. Induction of the mitochondrially targeted catalytic antioxidant, mCAT, in hematopoietic cells normalized *mtDNA^NZB^* Treg function in both transplant and tumor models, indicating a key role for mROS in promoting Treg dysfunction. Anti-PD-L1 therapy did not modulate these effects, indicating that modulation of host mitochondrial function provides an independent approach for enhancing tumor cell destruction.

## Significance

Cancer is associated with reduced mitochondrial oxidative energy metabolism and naturally occurring variation in the maternally inherited mitochondrial DNA (mtDNA), which codes for critical components of mitochondrial energetics, can modulate tumor growth. mtDNA variation can modulate the immune profile through the oxidative metabolism of the anti-inflammatory T regulatory (Treg) cells, which limit antitumor effects of the more glycolytic inflammatory T-effector (Teff) cells. mtDNA variants that increase mitochondrial oxygen radical production can impair Treg cell function, releasing inhibition of the Teff cells to increase tumor destruction. Hence, mtDNA variation modulates tumorigenesis through immune cell metabolism, and modulating immune cell mitochondrial function may provide a alternative approach for cancer immunotherapy.

Since the observations of Otto Warburg that certain cancers manifest “aerobic glycolysis,” the reliance on glycolysis for biogenesis in the presence of oxygen (1), there has been interest in whether mtDNA variation might alter mitochondrial function and contribute to cancer development. There are three classes of clinically relevant mtDNA variation, ancient adaptive mutations, maternally inherited mutations, and de novo somatic mutations, all of which have been associated with in cancer (2, 3).

There are two ways that mtDNA variation might modulate tumorigenicity. Mutations in the tumor mtDNA could enhance tumorigenesis and in the process generate tumor antigens. Alternatively, host mtDNA variation might modulate the immune rejection of the tumor antigens.

Tumors can acquire mtDNA mutations that benefit tumor growth, but which generate tumor antigens that can be rejected by the immune system. These tumor-specific mutations commonly shift cancer cell metabolism from the predominately aerobic metabolism of a terminally differentiated cell back to the glycolysis characteristic of early development in which glycolytic substrates are conserved for cellular biogenesis (2–6). This may be the case for the differential fate of lung carcinoma cells harboring C57BL/6 (*mtDNA^B^*^6^) versus NZB (*mtDNA^NZB^*) mtDNAs (7). One way that de novo mtDNA variants can increase cancer cells’ growth is by inhibition of OXPHOS to increase mROS production which can serve as a cancer cell mitogen (8–10). Alternatively, OXPHOS inhibition could alter mitochondrial metabolites that serve as substrates for epigenomic modifying enzymes altering cancer cell gene expression (4, 5, 11).

Host mtDNA variation can affect tumorigenicity by modulating the host immune system. This has been documented in “mitochondrial-nuclear exchange (MNX)” mice in which the mouse mammary locus, PyMT on the FVB nuclear background, was combined with the FVB/NJ, C57BL/6J, and BALB/cJ mtDNAs. The different mtDNAs resulted in different tumor latencies with the C57BL/6J mtDNAs being longer and BALB/cJ mtDNAs being shorter, such that C57BL/6J mtDNA mice have less severe tumor burden and BALB/cJ mtDNA mice have greater tumor burden. The C57BL/6J mtDNA tumor cells were also found to have loosely coupled OXPHOS (12). Similarly, when mouse embryonic cell lines with C57BL/6 (B6) nuclei but bearing *mtDNA^B6^* versus *mtDNA^NZB^* mtDNA were injected into C57BL/6 mice with either *mtDNA^B6^* or *mtDNA^NZB^* mtDNAs, the tumors were rejected when the tumor and host mtDNAs were miss matched but not when the mtDNAs were matched (7).

While tumor mROS production is important in tumor growth, it may also modulate host tumor rejection. The *mtDNA^B6^* and *mtDNA^NZB^* mtDNAs differ at 91 nucleotides and have different levels of mROS production in conplastic mice with the C57BL/6J nuclear background (13). The genetic variant that imparts this mROS difference has been proposed to be a polymorphism in mtDNA *tRNA^Arg^* gene at nucleotide m.9821 involving a homopolymer of adenosine (A) nucleotides, whose length ranges from 8 to 10 As. The *mtDNA^NZB^ tRNA^Arg^* has 10 As but the *mtDNA^B6^ tRNA^Arg^* has 8 As. The extra As have been proposed to increase mROS production, which in turn modulates mtDNA copy number to adjust OXPHOS to compensate for the reduced energetic function (14, 15) (Fig. 1*A*). B6 mice harboring *mtDNA^NZB^* versus *mtDNA^B6^* or the related *mtDNA^129^* (16) have different organ-specific phenotypes (17) and distinctive microbiomes (13). Mice that are heteroplasmic for the *mtDNA^NZB^* and *mtDNA^B6^/mtDNA^129^* mtDNAs have significant neurological deficits and directionally segregate the two mtDNAs in opposite directions in different tissues (18–20).

**Fig. 1.**
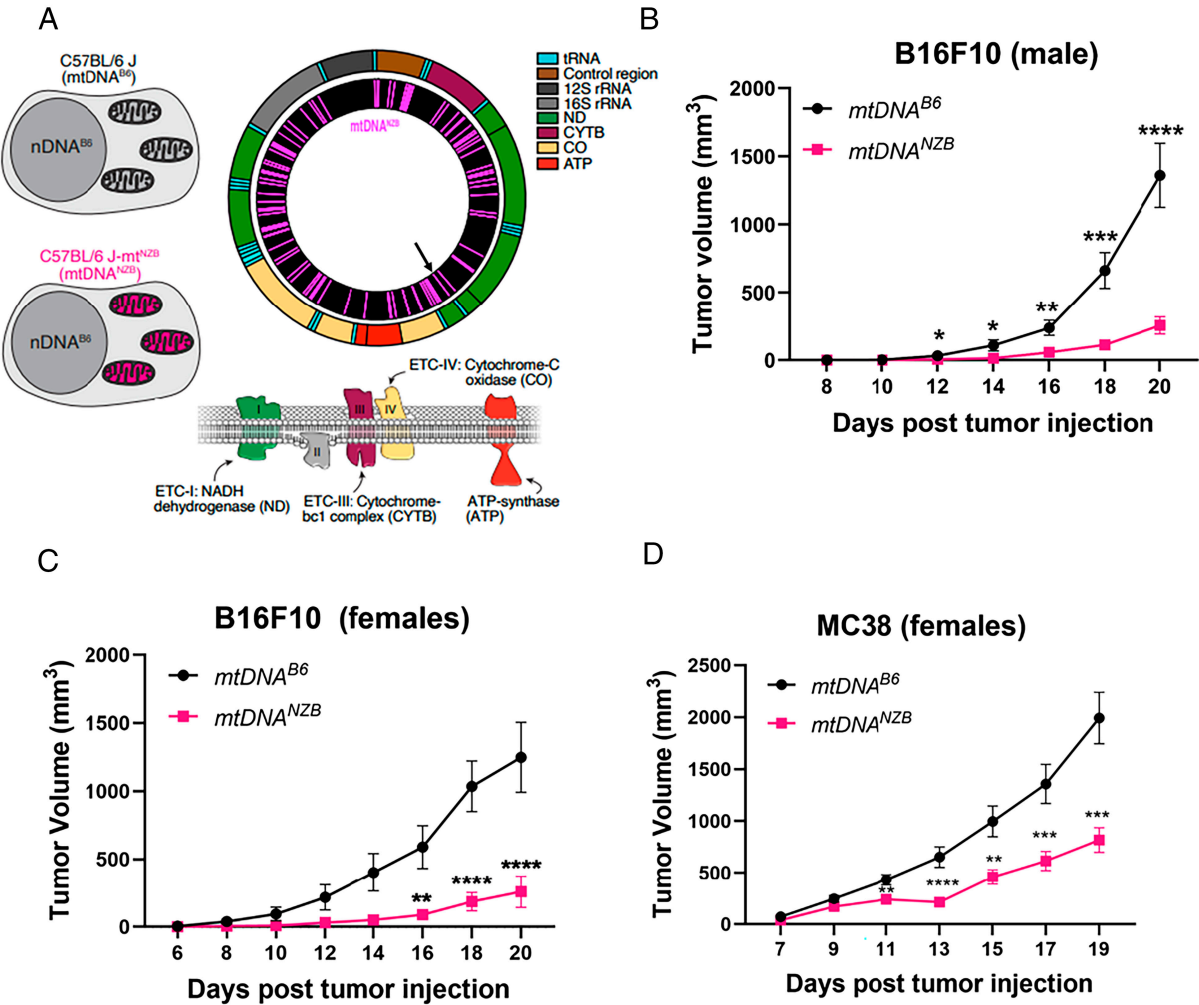
*mtDNA^B6^* and *mtDNA^NZB^* haplotypes affect tumor progression. (*A*) The two conplastic mouse strains with the same nDNA (C57BL/6J, B6) but differing only in their mtDNA haplotypes, *mtDNA^B6^* and *mtDNA^NZB^*. The *mtDNA^B6^* and *mtDNA^NZB^* mtDNAs differ at 91 nucleotides, the most important being the length of the homopolymer of A within the *tRNA^Arg^* DHU loop at nucleotide m.9821. The *mtDNA^NZB^ tRNA^Arg^* has 10 A while the *mtDNA^B6^* has 8 A; the extra *mtDNA^NZB^ tRNA^Arg^* DHU loop A results in increased mROS production. (*B* and *C*) B16F10 melanoma cells were injected into the flank of mtDNA male (*B*) and female (*C*) mice, and tumor growth was monitored. (*D*) MC38 colon adenocarcinoma cells were injected into the flank of mtDNA female mice. *mtDNA^B6^* (black, N ≥ 10 mice/experiment) and *mtDNA^NZB^* (pink, N ≥ 10 mice/experiment). *, **, ***, **** indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively, two-way ANOVA test.

The phenotypic relevance of the heteroplasmic poly-A tract at the *tRNA^Arg^* locus is implicated in studies of the super-healing Murphy Roths Larger (MRL) mice which have striking wound regeneration capacity (21). These mice maintain a pseudohypoxic state resulting from the activation of the prolyl hydroxylase-hypoxia inducible factor (HIF-1α) pathway (22). Physiological analysis of this mouse has revealed increased aerobic glycolysis in association with mitochondrial clustering around the nucleus, increased mitochondrial content but partial OXPHOS dysfunction, and increased expression of the embryonic factors Nanog and Sox2. While the MRL fibroblasts have reduced ROS, quantified by DHR123 fluorescence, their glutathione levels are low in heart and fibroblasts suggesting that increased antioxidant defenses had reduced the overall cellular ROS levels (23). Surprisingly, the MRL mouse has a uniquely variable length heteroplasmic *tRNA^Arg^* poly-A tract with on average 2% 9As, 19% 10As, 35% 11As, 38% 12As, and 7% 13As. The most abundant *tRNA^Arg^* allele increases with age from 11As at 3 mo to 12As at 6 mo. As the adenosine nucleotides increase in number, the DHU loop size increases, but at 12As the structure of the *tRNA^Arg^* shifts pushing the extra As into the anticodon stem leaving only 5As in the DHU loop, a structure with one of the lowest ΔGs. Since the only two other mtDNA mutations in the MRL mtDNA were a heteroplasmic *tRNA^Met^* and a homoplasmic synonymous initiation codon variant in the *MT-ND3* gene it seems likely that the heteroplasmic *tRNA^Arg^* mutation plays an important role in modulating the MRL mouse phenotype (24).

While it is established that the host mtDNA background can modulate the foreign tumor growth, the mechanism by which the host rejects the foreign tumor antigens remains to be determined. Accordingly, we decided to analyze the host mechanism for rejecting various C57BL/6J tumors in our conplastic mouse strains harboring the B6 nucleus paired with *mtDNA^NZB^* or *mtDNA^B6^* mtDNAs (16). We found that mice with the *mtDNA^NZB^* mtDNA strongly impaired tumor growth relative to *mtDNA^B6^* mice and that this rejection occurred due to impaired T regulatory (Treg) cell function of the *mtDNA^NZB^* mice. This diminishes the constraints on the T effectors (Teff) cells, which then became more aggressive at rejecting the tumors. That this deficiency was linked to mROS production is consistent in our *MT-ND6^P25L^* mutant mouse with a partial OXPHOS complex I defect and increased mROS, the Treg cells of which decline with age. By contrast, Teff cells are more glycolytic, less affected by mitochondrial dysfunction, and thus are retained to aggressively attack the tumor cells (25).

## Results

### *mtDNA^B6^* and *mtDNA^NZB^* Haplotypes Modulate Tumor Progression.

Conplastic mice, sharing the same C57BL/6J (B6) nuclear DNA (nDNA) background but with mtDNAs originating from two different strains (C57BL/6J abbreviated as *mtDNA^B6^* and NZB abbreviated as *mtDNA^NZB^*) (Fig. 1*A*), exhibited significantly different capacities to sustain tumor growth. In *mtDNA^B6^* and *mtDNA^NZB^* mice injected subcutaneously with 0.1 × 10^6^ B16F10 melanoma cells (26), serial measurements showed that male and female *mtDNA^NZB^* mice had significantly reduced tumor volumes compared to *mtDNA^B6^* mice (Fig. 1 *B* and *C*). Reduced tumor progression in *mtDNA^NZB^* versus *mtDNA^B6^* mice was also observed upon challenge with MC38 colon adenocarcinoma cells (27) (Fig. 1*D*). Anti-PD-L1 immunotherapy did not significantly affect the growth of the B16F10 melanoma cells in the *mtDNA^B6^* and *mtDNA^NZB^* mice (*SI Appendix*, Fig. S1). Hence, mitochondrial haplotypes directly modulate solid tumor progression independent of immune checkpoint therapy.

### *mtDNA^B6^* and *mtDNA^NZB^* Haplotypes Regulate CD4^+^ Cell Function.

We previously showed that in a lactate-rich tumor microenvironment, oxidative Treg cells could prosper and suppress glucose-requiring Teff cells (28), leading us to investigate whether the antitumor phenotype of *mtDNA^NZB^* mice might result from differential Treg and Teff cell functions. We first compared baseline T cell numbers within the spleen, thymus, inguinal, or mesenteric lymph node cells (29, 30) but found no significant differences (*SI Appendix*, Fig. S2). To assess functional differences, we assessed the ability of adoptive transferred cells to reject cardiac allografts (31, 32). Treg cells (0.5 × 10^6^) from *mtDNA^B6^* mice were coadoptive transferred with 1 × 10^6^ CD4^+^ T cells from either *mtDNA^B6^* or *mtDNA^NZB^* mice into immunodeficient B6 recipients harboring BALB/c cardiac allografts. Recipients of *mtDNA^B6^* Tconv CD4^+^ cells exhibited long-term allograft survival (>100 d), but recipients of Tconv CD4^+^ cells from *mtDNA^NZB^* mice gradually rejected their grafts (*P* < 0.01) (Fig. 2*A*). Hence, Tconv CD4^+^ cells from *mtDNA^NZB^* mice have increased resistance to Treg suppression.

**Fig. 2.**
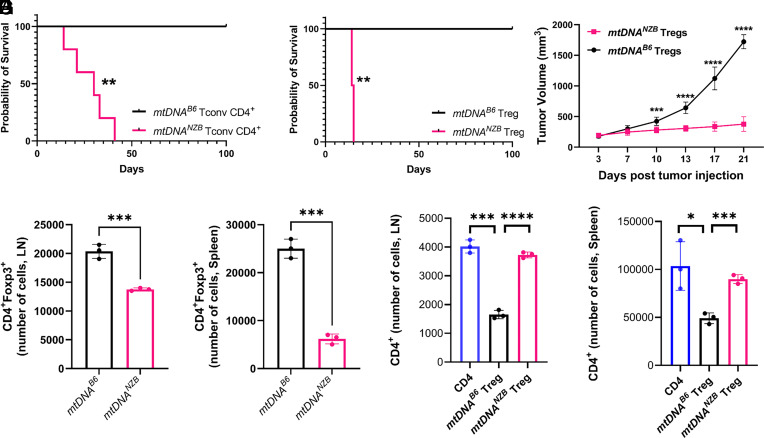
*mtDNA^B6^* and *mtDNA^NZB^* haplotypes regulate CD4^+^ cells function: disruptive effects of *mtDNA^NZB^* on T cell functions. (*A*) *mtDNA^NZB^* CD4^+^ conventional T cells (Tconv CD4^+^ which harbor a subset of Teff cells) were more resistant to Treg suppression than corresponding *mtDNA^B6^* Tconv CD4^+^ T cells, as shown by differing effects on allograft survival in *B6/Rag1*^−/−^ mice engrafted with BALB/c hearts and adoptively transferred with 0.5 × 10^6^ *mtDNA^B6^* Treg cells and 1 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Tconv CD4^+^ cells (Kaplan–Meier survival curve, **P < 0.01). (*B*) *mtDNA^NZB^* Treg cells lacked suppressive function compared to *mtDNA^B6^* Treg cells, as shown by differing effects on allograft survival in *B6/Rag1^−/−^* mice engrafted with BALB/c hearts and adoptively transferred with 0.5 × 10^6^ *mtDNA^B6^ or mtDNA^NZB^* Treg cells and 1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells (Kaplan–Meier survival curve, **P < 0.01). (*C*) *B6/Rag1^−/−^* mice were adoptively transferred with 1 × 10^6^ *mtDNA^B6^* CD4^+^Tconv cells plus 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Treg cells (10 mice/group) and 30 d later injected with 0.1 × 10^6^ B16F10 melanoma cells. Mean ± SEM. *P* values were determined by ordinary two-way ANOVA followed by Tukey’s multiple comparisons test (***P < 0.005; ****P < 0.001). (*D* and *E*) Treg cell survival was assessed by adoptive transfer of 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* CD4^+^Foxp3^+^ Treg cells plus 0.1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells (4 mice/group) and the absolute numbers of Tregs determined by flow cytometry within (*D*) lymph nodes and (*E*) spleens 30 d later. Mean ± SEM. *P* values were determined by two-tailed unpaired *t* tests (***P < 0.005). (*F* and *G*) In homeostatic proliferation assays, congenic Thy1.1 + CD4^+^CD25^−^ *mtDNA^B6^* Tconv CD4^+^ cells were mixed in a 1:1 ratio with Thy1.2 + CD4^+^CD25^+^ Treg cells from *mtDNA^B6^* or *mtDNA^NZB^* donors, and adoptively transferred to *B6/Rag1^−/−^* mice (4 mice/group). After 7 d, the total number of Thy1.1 + CD4^+^ T cells in recipient (*F*) lymph nodes and (*G*) spleens was determined by flow cytometry. Mean ± SEM. *P* values were determined by ANOVA followed by Tukey’s multiple comparisons test (*P < 0.05, ***P < 0.005, and ****P < 0.001).

We then analyzed the capacity of adoptive transferred cells to reject BALB/c cardiac allografts immunodeficient B6 recipients by combining 1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells with 0.5 × 10^6^ Treg cells from either *mtDNA^B6^* or *mtDNA^NZB^* mice. This revealed that recipients of *mtDNA^B6^* Treg cells showed long-term allograft survival (>100 d), while recipients of *mtDNA^NZB^* Treg cells precipitously rejected the cardiac transplants (*P* < 0.01) (Fig. 2*B*). Hence, in transplant studies, Tconv CD4^+^ and Treg cells from *mtDNA^NZB^* mice showed altered immune responses with increased antigen rejection by Tconv CD4^+^ cells and reduced suppressive functions by Treg cells.

To confirm that this enhanced antigen rejection by B6 *mtDNA^NZB^* Treg cell function applied to a mouse tumor challenge, we injected 0.1 × 10^6^ B16F10 tumor cells into *Rag^−/−^* mice 1 mo after their adoptive transfer with 1 × 10^6^ Tconv CD4^+^ cells from *mtDNA^B6^* mice and 0.5 × 10^6^ Treg cells from either *mtDNA^B6^* or *mtDNA^NZB^* mice. Mice receiving *mtDNA^NZB^* Treg cells had markedly reduced B16F10 melanoma tumor growth compared to mice that received *mtDNA^B6^* Treg cells (Fig. 2*C*). Hence, the antitumor phenotype of *mtDNA^NZB^* mice can be attributed, at least in part, to reduced Treg function in *mtDNA^NZB^* mice.

### *mtDNA^NZB^* Mouse Treg Cells Exhibit Impaired Survival and Suppressive Function.

The demonstration of the increased Tconv CD4^+^ tumor suppressive phenotype in the presence of *mtDNA^NZB^* Treg cells could result from loss of Treg numbers, impaired Treg function, or both. To assess the effect of the *mtDNA^NZB^* on Treg survival, we adoptive transferred 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Treg cells and 0.1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells into *B6/Rag1^−/−^* mice. Thirty days after T cell engraftment, *mtDNA^NZB^* Treg cells were reduced in number when assessed in lymph nodes (LN) and spleens (Fig. 2 *D* and *E*). In addition, in an in vivo 7-d homeostatic proliferation assay, *mtDNA^NZB^* Tregs were unable to dampen T cell proliferation after adoptive transfer of 1 × 10^6^ CD4^+^ T cells and 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Treg cells into *B6/Rag1^−/−^* mice in LN and spleen (Fig. 2 *F* and *G*). Hence, compared to Treg cells from *mtDNA^B6^* mice, Treg cells from *mtDNA^NZB^* mice have impaired function and survival upon activation in vivo.

### *mtDNA^B6^* and *mtDNA^NZB^* Haplotypes Alter Gene Expression of Activated Tconv and Treg CD4^+^ Cells.

The adoptive transfer studies in cardiac transplant recipients revealed that both *mtDNA^NZB^* Tconv cells (Fig. 2*A*) and *mtDNA^NZB^* Treg cells (Fig. 2*B*) induced rejection, though the Treg cells caused a much more precipitous rejection than the Tconv cells. By contrast, both *mtDNA^B6^* Tconv and Treg cells induced tolerance.

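Splenic Tconv CD4+ cells (CD4+ CD25-) of *mtDNA B6* and *mtDNA NZB* mice were profiled at rest and after activation with CD3/CD28 beads, which engage the T cell receptor and its costimulatory receptor. The mice share the C57BL/6J nuclear genome and carry the mtDNA of C57BL/6J or of the NZB strain. The Tconv data comprised 24 libraries, 6 for each haplotype at rest and 6 for each haplotype after activation. The paper gives 72 h of activation and 60 ng of RNA per library, whereas the sample labels give 30 ng of RNA and another RNA isolation kit. Libraries were made by a bulk form of MARS-seq, which captures the 3′ end of polyadenylated RNA and tags each molecule with a unique molecular identifier (UMI), so that amplified copies of a molecule are counted once. According to the paper, reads were trimmed with cutadapt and mapped with STAR to the 3′ UTR regions (1000 bases) of the GRCm39 genome, counted per gene with htseq-count, deduplicated by UMI and corrected for UMI saturation. The authors deposited these corrected UMI counts per gene, without scaling to library size, together with a second table of larger counts, which the paper's text does not describe separately and which was read as the counts before deduplication. The corrected counts were used here. The mean normalized counts in Dataset S1 were matched to within 0.475% by 21 of the 24 libraries, and the next closest of the 806 sets of libraries that were tried differed by up to 9.84%. These 21 libraries are the 6 resting and 6 activated *mtDNA B6* libraries, 4 resting *mtDNA NZB* libraries and 5 activated *mtDNA NZB* libraries. The 3 libraries that the paper did not use are resting *mtDNA NZB* replicates 2 and 6 and activated *mtDNA NZB* replicate 6, and the paper gives no reason for leaving them out. The paper's legend of Fig. 3 gives an n of 3 to 5 per model, whereas these 21 libraries hold 4 to 6 per group. The total UMI count per library ranged from 2615906 to 5456681 (median 3308792) in resting *mtDNA B6* cells and from 2430562 to 4452880 (median 3437116) in activated *mtDNA B6* cells. In the paper's libraries it ranged from 2642186 to 3662366 (median 3138767) in resting *mtDNA NZB* cells and from 641467 to 3346532 (median 3019123) in activated *mtDNA NZB* cells. The unused libraries held 51409 counts (resting *mtDNA NZB* replicate 2), 2711332 counts (resting *mtDNA NZB* replicate 6) and 6449395 counts (activated *mtDNA NZB* replicate 6), which put the medians over all 24 libraries at 2898287 for resting and 3179942 for activated *mtDNA NZB* cells. Counts were scaled by edgeR's TMM method, genes with low counts were removed by edgeR's filterByExpr, and the 4 groups were fitted together with edgeR's quasi-likelihood test. This left 10826 genes over the paper's 21 libraries and 10566 genes over all 24. A gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The paper used DESeq2 at the same adjusted p, and the fold cut-off was taken from the lines of Fig. 3 *B* and *C*. The total of the second table divided by the UMI total, taken as the reads per UMI, fell into 3 sets of 8 libraries, which the paper's text does not name. It ran from 1.88 to 1.96 in set 1, from 2.11 to 2.24 in set 2 and from 2.68 to 2.80 in set 3. The sets were spread unevenly over the groups. Set 1 held 0 resting and 5 activated *mtDNA B6* libraries and 1 resting and 2 activated *mtDNA NZB* libraries, set 2 held 4, 1, 1 and 2 of these, and set 3 held 2, 0, 4 and 2. A fit with the library set as a term was added after the data were seen. The paper states that isolated T cells were divided into resting and activated cells. The number in the sample label is shared by 1 resting and 1 activated library in 5 *mtDNA B6* and 4 *mtDNA NZB* pairs (3 *mtDNA NZB* pairs among the paper's libraries), and whether it marks a mouse is not stated in the labels or the paper's text. A fit with this label number as a replicate block was therefore run over 24 libraries, and, chosen after the data were seen, over 21. As a check of the labels, *Il2ra*, which encodes the activation marker CD25, rose from 3.00 ± 0.908 CPM (counts scaled to library size by TMM over all 24 libraries; SD, n = 6) to 79.8 ± 32.3 CPM (SD, n = 6) in *mtDNA B6* cells. In *mtDNA NZB* cells it rose from 3.39 ± 1.81 CPM (SD, n = 4) to 123 ± 57.4 CPM (SD, n = 5) over the paper's libraries. It stood at 0 and 3.21 CPM in the unused resting replicates 2 and 6 and at 54.4 CPM in the unused activated replicate 6, and with these the *mtDNA NZB* means were 2.79 ± 1.96 CPM (SD, n = 6) and 111 ± 58.4 CPM (SD, n = 6).

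**Figure D1:**
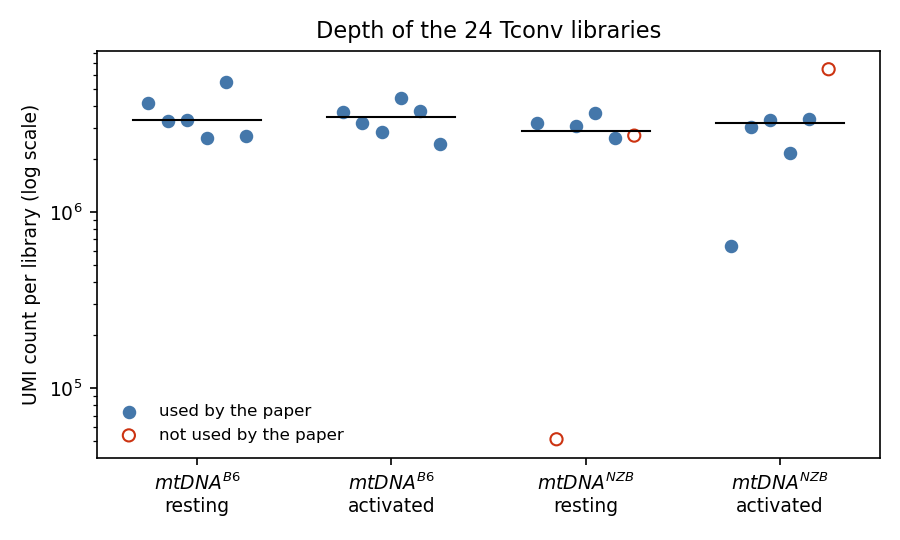
Total UMI count of each of the 24 Tconv libraries by haplotype and state, on a log axis. Each point is a library, filled where the paper used it and open where it did not, and the horizontal bars are group medians over all libraries. The unused resting *mtDNA NZB* replicate 2 lies lowest, at 51409 counts, and the lowest library that the paper used holds 641467.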

To investigate both how and why the *B6 mtDNA^NZB^* Tconv and Treg CD4^+^ cells rejected the cardiac transplant, we performed RNA sequencing (RNAseq) on resting and activated Tconv and Treg CD4^+^ cells (33, 34). RNAseq revealed striking transcriptional differences in both the resting and activated Tconv and Treg cells of the *mtDNA^B6^* versus *mtDNA^NZB^* mouse cells. This is demonstrated by the number of up- and down-regulated genes seen in the isolated Tconv and Treg cells when analyzing the effects of antigen activation of resting T cells (Fig. 3*A*). 

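Resting *mtDNA NZB* and *mtDNA B6* Tconv CD4+ cells differed in 323 genes over the paper's 21 libraries (adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 difference of at least 1), of which 51 were higher and 272 lower in *mtDNA NZB* cells. Over all 24 libraries 107 genes differed, of which 71 were higher and 36 lower, so the prevailing direction was not the same in both sets. The count rested on few libraries. With each of the 24 libraries left out in turn it ran from 0, without resting *mtDNA B6* replicate 4 or without resting *mtDNA NZB* replicate 5, to 289, without resting *mtDNA NZB* replicate 6. It was 2, 6, 18 and 69 without resting *mtDNA B6* replicates 1, 3, 5 and 6, and 187, 181 and 162 without resting *mtDNA NZB* replicates 1, 3 and 4. It was 112 without resting *mtDNA NZB* replicate 2 and 103 without activated *mtDNA NZB* replicate 6. A fit of the resting libraries alone moved it to 0. Adding the library set as a term, a fit chosen after the data were seen, gave 212 genes over 21 libraries, 17 higher and 195 lower in *mtDNA NZB* cells and 204 of them among the 323, and 1 gene over 24, with 1722 at an unadjusted p under 0.05. Among genes whose 2 groups of libraries did not overlap, *Tdrp* had the largest rise in resting *mtDNA NZB* cells over the paper's libraries, by 1.39 on the log2 scale (standard error 0.30, adjusted p = 0.0113 from the same test), followed by *Rras2* (1.25) and *Ccr7* (1.24). The globin gene *Hba-a1*, whose counts may be divided with its near-identical copy *Hba-a2*, had the lowest value (log2 difference −3.53, standard error 0.77, adjusted p = 0.0123), next to *Abcg4* (−3.48). Marker lists of 4 other cell types, chosen after the data were seen, were lower there too. Their median log2 differences were −3.44 (erythroid cells), −2.62 (neutrophils), −2.37 (granulocyte precursors) and −0.64 (myeloid cells). With their mean as a covariate edgeR called 0 genes over 21 libraries and 130 over 24. RNA of other spleen cells may thus account for part of the calls, though the mean itself differs with haplotype at rest. With the 3 unused libraries included, *Tdrp* again ranked first (log2 difference 1.37, standard error 0.27, adjusted p = 0.0265), and *Prss50* was lowest (−1.89, standard error 0.39, adjusted p = 0.028). Between activated *mtDNA NZB* and *mtDNA B6* cells, 0 genes passed the adjusted cut-off in edgeR's test over either set. An unadjusted p under 0.05 was reached by 1068 of 10826 genes over 21 libraries and by 327 of 10566 genes over 24. DESeq2 with the paper's settings called 0 genes over 24 libraries, and 3 genes over the paper's 21 libraries with a largest count of at least 30, a combination chosen after the data were seen. Without resting *mtDNA NZB* replicate 2, edgeR called 1 gene over the remaining 23 libraries. It called 0 over either set when the library set was a term, with 846 genes over 21 libraries and 215 over 24 at an unadjusted p under 0.05.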

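Activation changed 1989 genes in *mtDNA B6* Tconv CD4+ cells, with 780 up-regulated and 1209 down-regulated, and 2722 genes in *mtDNA NZB* cells, with 1136 up-regulated and 1586 down-regulated, over the paper's 21 libraries. Including the 3 unused libraries gave 1868 genes in *mtDNA B6* cells (746 up-regulated and 1122 down-regulated) and 2474 in *mtDNA NZB* cells (1000 up-regulated and 1474 down-regulated). Leaving out 1 unused library at a time from the 24 gave 2530 genes in *mtDNA NZB* cells without resting replicate 2, 2531 without resting replicate 6 and 2655 without activated replicate 6. Among the alternatives, thinning every library to the smallest total lowered both counts most, from those over 24 libraries to 180 in *mtDNA B6* cells and 260 in *mtDNA NZB* cells, and dropping the fold cut-off raised them most. *Ccl22*, a chemokine gene, had the largest rise among genes whose resting and activated libraries did not overlap. Its log2 fold change was 5.46 in *mtDNA B6* cells (standard error 0.34, adjusted p = 1.65e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.56 in *mtDNA NZB* cells (standard error 0.43, adjusted p = 6.75e-10) over the paper's libraries, and 5.46 and 5.70 over all 24. *Krt80* had the largest fall in *mtDNA B6* cells (log2 fold change −8.90, standard error 0.77, adjusted p = 3.75e-08), ahead of *Camp* (−8.41) and the stress gene *Hspa1a* (−8.05), which has a near-identical copy. In *mtDNA NZB* cells *Fn1* fell most over the paper's libraries (log2 fold change −7.06, standard error 0.73, adjusted p = 4.82e-08), ahead of *Fosb* (−6.83) and *Krt80* (−6.77), whereas over all 24 libraries *Hba-a1* fell most (−7.81, standard error 1.44, adjusted p = 6.2e-05). *Camp* and *Hba-a1* are on the marker lists of neutrophils and erythroid cells, so RNA of other spleen cells stays open for their falls.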

For the Tconv cells, the expression of 1,142 gene changes was common to both *mtDNA^B6^* and *mtDNA^NZB^* mtDNAs, but 512 gene changes were unique for the activated *mtDNA^B6^* Tconv cells while 928 gene changes were unique for the *mtDNA^NZB^* Tconv cells. 

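Over the paper's 21 libraries, 1579 genes were changed by activation in the same direction in both haplotypes, 408 were called in *mtDNA B6* Tconv cells only and 1141 in *mtDNA NZB* Tconv cells only. A further 2 genes were called in both haplotypes with opposite signs. With the unused libraries, 1526 genes were common, 342 were called in *mtDNA B6* cells only and 948 in *mtDNA NZB* cells only, and 0 genes were called with opposite signs. With each of the 24 libraries left out in turn, the number called in *mtDNA B6* cells only stayed between 323 and 392 and the number called in *mtDNA NZB* cells only between 767 and 1090. Without resting *mtDNA NZB* replicate 2, resting *mtDNA NZB* replicate 6 or activated *mtDNA NZB* replicate 6, the *mtDNA NZB*-only count was 958, 978 or 1090, and the *mtDNA B6*-only count 338, 365 or 369. DESeq2 with the paper's settings gave 1769 common genes, 610 in *mtDNA B6* cells only and 1133 in *mtDNA NZB* cells only over 24 libraries. When it was run on the paper's 21 libraries and a call also needed a largest count of at least 30, a combination chosen after the data were seen, these were 1128, 613 and 975. With the label number as a replicate block, the *mtDNA NZB*-only count was 565 and the *mtDNA B6*-only count 392 over 24 libraries, and 751 and 545 over 21.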

For the Treg cells, the expression of 1,699 gene changes was common to both *mtDNA^B6^* and *mtDNA^NZB^* mtDNAs, but 2,080 gene changes were unique for the activated *mtDNA^B6^* Treg cells but only 1,098 gene changes were unique for the *mtDNA^NZB^* Treg cells. Hence, the response of unique gene changes for *mtDNA^NZB^* Tconv cells was almost twice that of *mtDNA^B6^* Tconv cells, but the response of unique changes for *mtDNA^NZB^* Treg cells was half that of *mtDNA^B6^* cells (Fig. 3*A*).

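A gene called in *mtDNA NZB* Tconv cells only has passed the cut-offs in that haplotype and missed them in *mtDNA B6* cells, so the difference between the responses was also tested itself. Of the 1549 genes called in 1 haplotype only over the paper's 21 libraries, 94.3% changed in the same direction in the other haplotype, as did 95.5% of the 1290 such genes over all 24 libraries. Of the genes called in *mtDNA NZB* cells only, 716 of 1141 over 21 libraries and 574 of 948 over 24 had an adjusted p of at most 0.05 in *mtDNA B6* cells too, with a log2 fold change under 1 in size. Among the genes called in *mtDNA B6* cells only, 101 of 408 and 136 of 342 had such an adjusted p in *mtDNA NZB* cells. The response differed between haplotypes in 113 genes over the paper's libraries (adjusted p of at most 0.05 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no fold cut-off), and 46 of the 1549 genes called in 1 haplotype only were among them, 40 called in *mtDNA NZB* cells and 6 in *mtDNA B6* cells. In edgeR's test over all 24 libraries 0 genes passed, with 1512 genes at an unadjusted p under 0.05 (2022 over 21 libraries), and DESeq2 called 1 gene over 24 libraries, and 261 over the paper's 21 with a largest count of at least 30, a combination chosen after the data were seen. Without activated *mtDNA B6* replicate 5 or activated *mtDNA NZB* replicate 6, 1 gene passed in edgeR. When the library set was added as a term, a fit chosen after the data were seen, 0 genes passed in edgeR over either set, with 1783 over 21 libraries and 1161 over 24 at an unadjusted p under 0.05. All 113 genes kept their sign and an unadjusted p under 0.05 in that fit over 21 libraries, where the smallest adjusted p was 0.106. With the label number as a replicate block, 8 genes passed over 21 libraries, all with a higher response in *mtDNA NZB* cells. These were *Hemgn* and *Uhrf1*, which are among the 113, and *Camp*, *Lcn2*, *Prtn3*, *Elane*, *Mpo* and *Pnp*, and apart from *Hemgn* they were named after their values were seen. All 113 genes kept their sign and an unadjusted p under 0.05 in the blocked fit over 21 libraries, among 1241 such genes. Over 24 libraries 0 genes passed in the blocked fit (edgeR), with 597 at an unadjusted p under 0.05. All 113 genes kept their sign there, and 57 of them had an unadjusted p under 0.05. In the paired libraries alone 55 of the 113 did. Predicted genes aside, *Hemgn*, an erythroid gene, had the largest positive difference over the paper's libraries among genes reaching 10 CPM in a group (*mtDNA NZB* minus *mtDNA B6* response 3.23 on the log2 scale, standard error 0.58, adjusted p = 0.0422), and *Fasl* the most negative (−1.82, standard error 0.40, adjusted p = 0.0439). The predicted gene *Gm6136* had a larger difference, of 3.90 (adjusted p = 0.0439).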

**Fig. 3.**
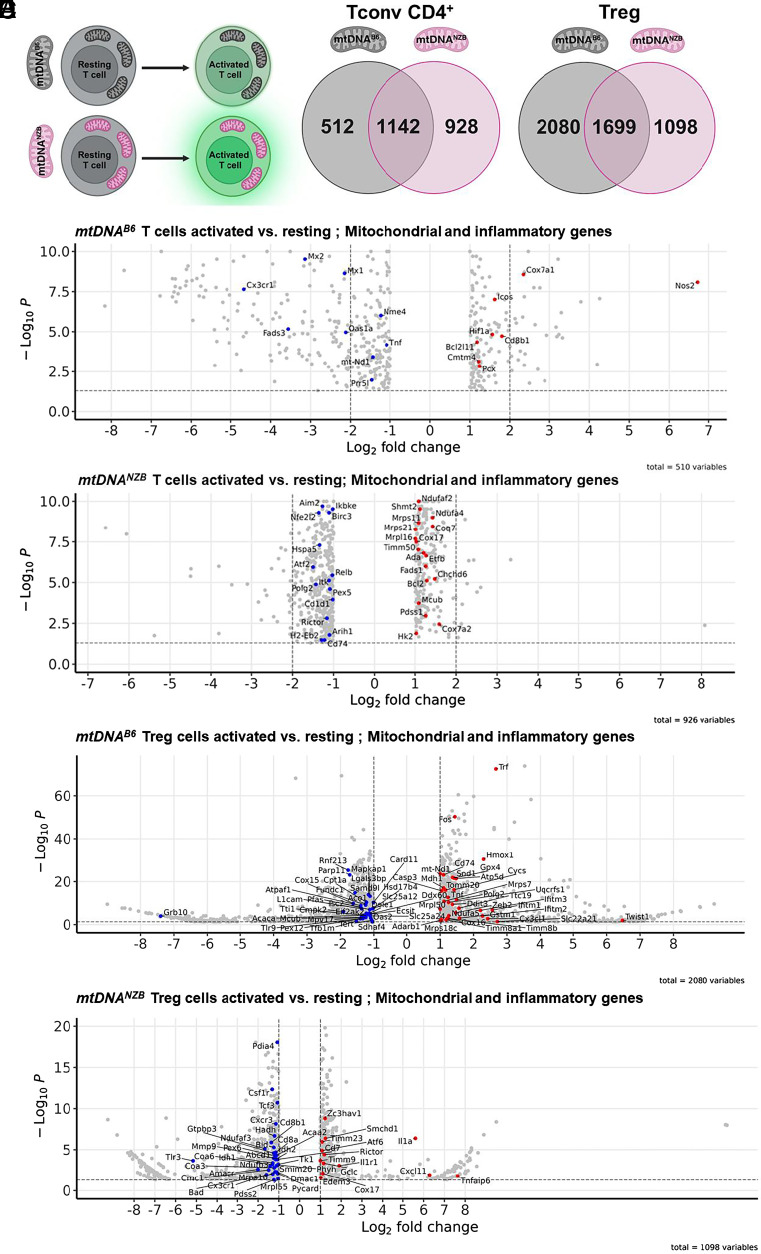
*mtDNA^B6^* and *mtDNA^NZB^* haplotypes modulate mitochondrial and inflammatory gene expression in activated Tconv and Treg CD4^+^ cells. (*A*) Tconv and Treg CD4^+^ cells isolated from either *mtDNA^B6^* or *mtDNA^NZB^* mice were activated with CD28/CD3 beads and the RNA isolated, converted to cDNA, and sequenced. The number of transcripts whose expression changed significantly up or down during T cell activation is indicated in overlapping Venn diagram. (*B*) Volcano plot of the unique genes significantly up- versus down-regulated in activated *mtDNA^B6^* Tconv CD4^+^ cells, with all mitochondrial and inflammatory genes labeled. (*C*) Volcano plot of the uniquely genes significantly up- versus down-regulated in activated *mtDNA^NZB^* Tconv CD4^+^ cells, with the mitochondrial and inflammatory genes whose expression changed more than twofold are labeled. (*D*) Volcano plot of the unique genes significantly up- versus down-regulated in activated *mtDNA^B6^* Treg cells, with all mitochondrial and inflammatory genes labeled. (*E*) Volcano plot of the unique genes significantly up- versus down-regulated in activated *mtDNA^NZB^* Treg cells, with all mitochondrial and inflammatory genes labeled (n = 3–5/ model). Red = up-regulated, blue = down-regulated.

#### Tconv cells: Unique gene changes for resting and activated *mtDNA*^*B6*^ versus *mtDNA*^*NZB*^ CD4+ Tconv cells.

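Dataset S1 assigns genes to pathways, and 2 lists were taken from it. The mitochondrial list holds the 276 genes assigned to the OXPHOS complexes, the mitochondrial ribosome, mitochondrial metabolism, protein import, biogenesis, contact sites and fusion and fission. The inflammatory list holds the 118 genes assigned to innate and adaptive immunity, and 1 gene is in both. The lists come from the study of the same samples, so tests on them, and counts adjusted over the list alone, are not independent evidence. Of the mitochondrial genes, 259 were tested over the paper's 21 libraries. In *mtDNA B6* Tconv cells 144 rose and 19 fell on activation at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test (147 and 20 adjusted over the list alone), and in *mtDNA NZB* Tconv cells 172 rose and 14 fell (176 and 15 adjusted over the list alone). Of 110 inflammatory genes, 32 rose and 32 fell in *mtDNA B6* cells (33 and 32 adjusted over the list alone), and 29 rose and 38 fell in *mtDNA NZB* cells (30 and 39 adjusted over the list alone). With the unused libraries, the mitochondrial genes numbered 137 up and 15 down of 258 in *mtDNA B6* cells (137 and 16 adjusted over the list alone) and 174 up and 15 down in *mtDNA NZB* cells (180 and 16), and the inflammatory genes 31 up and 30 down of 109 in *mtDNA B6* cells (31 and 30) and 30 up and 38 down in *mtDNA NZB* cells (33 and 38). In the test of the difference between the responses, 4 mitochondrial genes had a higher response in *mtDNA NZB* cells over the paper's libraries and 0 a lower one (37 and 0 adjusted over the list alone). *Ndufab1*, *Ndufb8* and *Ndufs6* rose more in *mtDNA NZB* cells, whereas *Cox6b2* fell less there, with a log2 fold change of −0.81 against −2.92 in *mtDNA B6* cells. These 4 genes were singled out after their values were seen. The inflammatory gene *Fasl* alone passed in that list, with a lower response in *mtDNA NZB* cells (4 higher and 6 lower responses adjusted over the list alone). By edgeR over all 24 libraries 0 genes of either list passed (adjusted over the list alone, 0 mitochondrial genes and 2 inflammatory genes with a lower response), with 69 higher and 3 lower mitochondrial responses and 7 higher and 15 lower inflammatory responses at an unadjusted p under 0.05, and DESeq2 called 0 over 24 libraries. Over the paper's 21 libraries DESeq2 called 18 mitochondrial genes with a higher and 0 with a lower response in *mtDNA NZB* cells, and 2 inflammatory genes with a higher and 3 with a lower response, a fit added after the data were seen. Once the library set was a term, also added then, the 4 mitochondrial genes and *Fasl* did not pass over 21 libraries (edgeR, adjusted p from 0.106 to 0.109), with log2 differences of 2.44 for *Cox6b2*, 0.75 for *Ndufab1*, 0.88 for *Ndufb8*, 0.69 for *Ndufs6* and −1.70 for *Fasl*. Nor did they pass over 21 libraries with the label number as a replicate block (edgeR, adjusted p from 0.0891 to 0.312), where 0 genes of either list passed, with 45 higher and 0 lower mitochondrial and 8 higher and 12 lower inflammatory responses at an unadjusted p under 0.05.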

Comparison of the transcriptional profiles of mitochondrial and inflammatory genes in resting versus activated *mtDNA^B6^* and *mtDNA^NZB^* Tconv cells showed marked differences. 

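With the fold cut-off applied, 6 mitochondrial genes were up-regulated and 7 down-regulated on activation in *mtDNA B6* Tconv cells over the paper's 21 libraries, against 53 up-regulated and 5 down-regulated in *mtDNA NZB* Tconv cells. The inflammatory genes past both cut-offs were 16 up-regulated and 17 down-regulated in *mtDNA B6* cells and 15 up-regulated and 23 down-regulated in *mtDNA NZB* cells. Over 24 libraries the mitochondrial counts were 6 and 6 in *mtDNA B6* cells and 41 and 8 in *mtDNA NZB* cells, and the inflammatory counts 16 and 17 in *mtDNA B6* cells and 18 and 21 in *mtDNA NZB* cells. Leaving out resting *mtDNA B6* replicate 5 moved the count of mitochondrial genes raised in *mtDNA B6* cells to 11, as did a fit with the library set as a term over 24 libraries. Over the paper's libraries that term, chosen after the data were seen, gave 8 raised and 3 lowered in *mtDNA B6* cells and 52 raised and 5 lowered in *mtDNA NZB* cells. With the label number as a replicate block, 31 mitochondrial genes were raised and 4 lowered in *mtDNA NZB* cells over 21 libraries and 24 and 5 over 24. A fit with the marker RNA of other spleen cells (4 marker lists, chosen after the data were seen) as a covariate also raised the counts. It gave 27 mitochondrial genes raised in *mtDNA B6* and 69 in *mtDNA NZB* cells over 24 libraries, and 11 and 58 over 21. Dropping the fold cut-off moved the numbers of up-regulated mitochondrial genes most, to those by adjusted p alone. The median log2 fold change of the mitochondrial list was 0.33 in *mtDNA B6* cells, with 208 of 259 genes above 0, and 0.63 in *mtDNA NZB* cells, with 217 of 259 above 0 (limma's camera set test with an inter-gene correlation of 0.01, adjusted p = 1.53e-09 and 1.06e-15 over the 7 list tests). Over all 24 libraries the medians were 0.32 and 0.62 (camera, adjusted p = 1.76e-09 and 3.1e-14). For the inflammatory list the medians were −0.03 in *mtDNA B6* cells and −0.13 in *mtDNA NZB* cells over the paper's libraries (camera, adjusted p = 0.81 for each) and −0.04 and −0.07 over 24 (camera, adjusted p = 0.912 for each), with members going both ways. The *mtDNA NZB* median of the inflammatory list over 24 libraries was 0.04 in the blocked fit. Both mitochondrial calls held under limma's fry rotation test. When camera estimated the correlation between genes from the data, the unadjusted p for *mtDNA NZB* cells was 0.0224 over 21 and 0.0236 over 24 libraries, and that for *mtDNA B6* cells 0.0777 and 0.0665, so that neither call held after adjustment over the 7 tests. In the unused libraries, the mean log2 CPM of the mitochondrial list was 4.85 in resting *mtDNA NZB* replicate 2 and 5.67 in resting *mtDNA NZB* replicate 6, against 5.55 to 5.73 in the other resting *mtDNA NZB* libraries, and 6.04 in activated *mtDNA NZB* replicate 6, against 6.06 to 6.29 in the other activated *mtDNA NZB* libraries. That of the inflammatory list was 3.94, 5.21 and 5.31 in the same 3 libraries.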

For both *mtDNA^B6^* or *mtDNA^NZB^* Tconv cells, activation increased mitochondrial gene expression and down-regulated inflammatory genes, but far fewer mitochondrial genes were affected in *mtDNA^B6^* Tconv cells than *mtDNA^NZB^* Tconv CD4^+^ cells (Fig. 3 *B* versus *C*) (33). 

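The mitochondrial ribosome gene that the paper's text prints as *Mrps1* was matched to *Mrps11* of Dataset S1. Of 14 mitochondrial and bioenergetic genes (*Ndufaf2*, *Ndufa4*, *Cox7a2*, *Mrps11*, *Mrpl16*, *Pdss1*, *Coq7*, *Timm50*, *Etfb*, *Fads2*, *Mcub*, *Shmt2*, *Bcl2* and *Hk2*), 13 were up-regulated past both cut-offs in activated *mtDNA NZB* Tconv CD4+ cells over the paper's 21 libraries and 0 in *mtDNA B6* cells. The exception, *Mrpl16*, had a log2 fold change of 1.00 just under the cut-off. In *mtDNA B6* cells 13 of the 14 changed in the same direction, and 12 of these had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test of the difference between the responses was passed by 0 of the 14 genes in edgeR, with 8 at an unadjusted p under 0.05, and by 0 in DESeq2 over 21 or 24 libraries. With the unused libraries 6 of the 14 passed both cut-offs in *mtDNA NZB* cells, 0 in *mtDNA B6* cells, and 3 had an unadjusted p under 0.05 for the difference. A fit with the library set as a term, chosen after the data were seen, put *Hk2* past both cut-offs in *mtDNA B6* cells over 21 libraries (1.31, adjusted p = 0.00362 in edgeR) and over 24 (1.44, adjusted p = 0.0018). Over 24 libraries *Cox7a2* then passed in *mtDNA B6* (1.46, adjusted p = 0.0476) and *mtDNA NZB* cells (1.16, adjusted p = 0.0341), and *Etfb* (1.11) and *Timm50* (1.02) passed in *mtDNA NZB* cells. Over 21 libraries *Mrpl16* passed in *mtDNA NZB* cells in that fit (1.01, adjusted p = 2.58e-05), as it did in DESeq2 over 21 libraries with a largest count of at least 30, also chosen then (1.01, adjusted p = 2.88e-08), and with the second count table over 24 (1.01, adjusted p = 0.00026). *Mrps11* (adjusted p = 0.44 over 21 and 0.231 over 24 libraries) and *Pdss1* (adjusted p = 0.088 over 21) no longer had an adjusted p of at most 0.05 in *mtDNA B6* cells. When the label number was a replicate block, *Pdss1* did not pass in *mtDNA NZB* cells over 21 (0.71, adjusted p = 0.129 in edgeR) or 24 libraries (0.77, adjusted p = 0.0577). The fold cut-off was then missed there by *Bcl2* over both sets (0.83 and 0.95), by *Ndufaf2* (0.94), *Mrps11* (0.89) and *Timm50* (0.86) over 21 libraries and by *Shmt2* (0.97) over 24. In *mtDNA B6* cells *Mcub* no longer had an adjusted p of at most 0.05 in either blocked fit, nor *Mrps11* and *Hk2* over 24 libraries. *Ndufa4*, listed in the files as ENSMUSG00000029632, lies on chromosome 6 of GRCm39 from 11897630 to 11907496 and encodes a protein of OXPHOS complex IV that was first assigned to complex I. Its level rose from 40.7 ± 9.58 CPM (SD, n = 6) to 66.4 ± 11.5 CPM (SD, n = 6) in *mtDNA B6* cells and from 23.7 ± 4.05 CPM (SD, n = 4) to 61.5 ± 19.5 CPM (SD, n = 5) in *mtDNA NZB* cells over the paper's libraries. It was 16.9 CPM (a count of 1) and 36.5 CPM in the unused resting *mtDNA NZB* replicates 2 and 6 and 54.2 CPM in the unused activated replicate 6. The log2 fold change was 0.71 in *mtDNA B6* cells (standard error 0.18, adjusted p = 0.00206) and 1.42 in *mtDNA NZB* cells (standard error 0.22, adjusted p = 1.35e-05), and over all 24 libraries 0.70 and 1.24. The responses differed by 0.72 (standard error 0.28, adjusted p = 0.165 for the interaction). With each library left out in turn, the *mtDNA NZB* value stayed between 1.16 and 1.39. The log2 fold change of *Coq7* in *mtDNA NZB* cells was 1.41 over 21 libraries and 1.30 over 24, against 0.60 in *mtDNA B6* cells in both sets. *Cox7a2*, whose paralogs could share its reads, had a log2 fold change of 1.61 (standard error 0.45) over 21 libraries and 0.99 (standard error 0.43) over 24 in *mtDNA NZB* cells. *Etfb* overlaps *Etfbl* on the same strand, so its counts could include reads of that gene. *Mrpl16*, *Pdss1*, *Mcub* and *Shmt2* have a protein-coding gene on the opposite strand within their last 1000 bases, and the paper's text does not name strand in the counting. *Fads2* was the least abundant in *mtDNA NZB* cells, at 1.57 ± 1.31 CPM (SD, n = 4) at rest and 4.53 ± 2.21 CPM (SD, n = 5) after activation. Its log2 fold change of 1.52 over the paper's libraries (adjusted p = 0.0326) was 0.28 over all 24 (adjusted p = 0.705), and 1.61 over the 23 libraries without resting replicate 6. *Fads1*, which Dataset S1 lists beside *Fads2*, had a *mtDNA NZB* log2 fold change of 1.25 over 21 libraries (adjusted p = 7.86e-05) and 1.13 over 24 (adjusted p = 4.57e-05), against 0.81 and 0.80 in *mtDNA B6* cells, and missed the fold cut-off in the blocked fit (0.88 and 0.86). For *Fads2*, the unused resting replicate 6 held 14.9 CPM, resting replicate 2 held 0 and activated replicate 6 held 5.86 CPM. The *mtDNA NZB* log2 fold change of *Hk2* was 1.01 over 21 libraries and 0.54 over 24 (adjusted p = 0.0146 and 0.182), and that of *Hk2* in *mtDNA B6* cells was 0.84 and 0.85.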

Mitochondrial and bioenergetic genes that were uniquely up-regulated in activated *mtDNA^NZB^* CD4^+^ Tconv cells included (complex I-*Ndufaf2*, *Ndufa4*; complex IV-*Cox7a2*; mitoribiosome-*Mrps1*, *Mrpl16*; coenzyme Q synthesis-*Pdss1*, *Coq7*; protein import-*Timm50*; Fatty acid oxidation-*Etfb*, *Fads2*; calcium uniporter-*Mcub*; mitochondrial folate metabolism-*Shmt2*; antiapoptotic-Bcl2), and hexokinase 2 (*Hk2*) (Fig. 3*C*) (33). Among the uniquely up-regulated genes of the activated *mtDNA^B6^* Tconv CD4^+^ cells were *Hif1a* (hypoxia inducing factor-1α) which would increase glycolytic function, metabolic genes (*Pck*-pyruvate carboxylate, *Nos2*-mitochondrial nitric oxide synthase, NO inhibits complex IV), and immune genes (*Cmtm4*, *Cd8b*i, *Icos*, and *Bcl2l11*). 

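Each of these genes was up-regulated past both cut-offs in activated *mtDNA B6* Tconv CD4+ cells over the paper's 21 libraries. *Hif1a* (ENSMUSG00000021109, chromosome 12 of GRCm39 from 73948149 to 73996321) rose from 8.77 ± 3.02 CPM (SD, n = 6) to 25.5 ± 10.9 CPM (SD, n = 6) in *mtDNA B6* cells. In *mtDNA NZB* cells it went from 14.4 ± 4.90 CPM (SD, n = 4) to 19.5 ± 9.45 CPM (SD, n = 5) over the paper's libraries, and it was 33.9 CPM (a count of 2), 14.9 CPM and 30.1 CPM in the unused resting replicates 2 and 6 and activated replicate 6. The log2 fold change was 1.56 in *mtDNA B6* cells (standard error 0.32, adjusted p = 0.000335 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.35 in *mtDNA NZB* cells (standard error 0.39, adjusted p = 0.464), and their difference of −1.22 (standard error 0.50, adjusted p = 0.187) did not pass after adjustment. Over all 24 libraries the responses were 1.56 and 0.49, with an adjusted p of 0.304 for their difference. The pyruvate carboxylase gene, listed in Dataset S1 as *Pcx*, rose in both haplotypes past both cut-offs, with log2 fold changes of 1.23 in *mtDNA B6* and 1.75 in *mtDNA NZB* cells over 21 libraries and 1.22 and 1.34 over 24. A fit with the library set as a term was chosen after the data were seen, and in it *Pcx* in *mtDNA B6* cells did not pass over 21 libraries (log2 fold change 1.05, adjusted p = 0.0573 in edgeR) and passed over 24 (1.32, adjusted p = 0.0225). In the fit with the label number as a replicate block, *Pcx* in *mtDNA NZB* cells did not pass (1.17, adjusted p = 0.056 over 21 and 0.72, adjusted p = 0.197 over 24 libraries). *Nos2* held 0 counts in every resting library. In activated cells it averaged 5.77 ± 5.10 CPM in *mtDNA B6* (SD, n = 6) and 1.44 ± 1.19 CPM in *mtDNA NZB* (SD, n = 5), or 1.73 ± 1.29 CPM (SD, n = 6) with the 3.23 CPM of activated *mtDNA NZB* replicate 6, so no fold change is given. It passed both cut-offs in both haplotypes over 21 libraries, and over all 24 the low-count filter removed it. Among the immune genes, *Icos* and *Cmtm4* rose by 1.62 and 1.21 in *mtDNA B6* cells and by 0.90 and 0.67 in *mtDNA NZB* cells over 21 libraries. *Cd8b1*, which the paper's text prints as *Cd8b*i, rose by 1.79 in *mtDNA B6* cells (adjusted p = 0.000166) and by 0.78 in *mtDNA NZB* cells (adjusted p = 0.109), but over all 24 libraries it passed both cut-offs in *mtDNA NZB* cells as well (1.44, adjusted p = 0.00629). The unused activated replicate 6 held 345 CPM, and without it the *mtDNA NZB* value was 0.99. In the fit with the set term *Cd8b1* in *mtDNA B6* cells passed over 21 libraries (1.58, adjusted p = 0.0194 in edgeR) and not over 24 (1.13, adjusted p = 0.0789). *Bcl2l11* rose by 1.18 in *mtDNA B6* cells and had a log2 fold change of −0.01 in *mtDNA NZB* cells (−0.12 over 24 libraries), where it ran from −0.29 to 0.18 with each library left out and stood at 0.09 over 21 and 0.12 over 24 libraries with the library set as a term. In the blocked fit *Bcl2l11* rose by 0.96 (adjusted p = 0.000754) over 21 and 0.59 (adjusted p = 0.0533) over 24 libraries in *mtDNA NZB* cells, and *Cmtm4* passed both cut-offs there over 21 (1.10, adjusted p = 0.044). Of *Hif1a*, *Pcx*, *Cmtm4*, *Cd8b1*, *Icos* and *Bcl2l11*, edgeR and DESeq2 each found 0 with an adjusted p of at most 0.05 for the difference between the responses over either set. For *Nos2* this test decides nothing, because it held 0 counts in every resting library.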

Of particular note among the up-regulated *mtDNA^B6^* CD4^+^ Tconv cell mitochondrial genes was *Cox7a1* which has been implicated in OXPHOS complex IV dimerization (CIV_2_) (35) (Fig. 3*B*) (33). Thus, activation of *mtDNA^B6^* and *mtDNA^NZB^* Tconv CD4^+^ cells induced mitochondrial biogenesis, but activated *mtDNA^NZB^* Tconv CD4^+^ cells markedly increased the expression of mitochondrial genes relative to *mtDNA^B6^* Tconv CD4^+^ cells imparting different metabolic states.

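*Cox7a1* (ENSMUSG00000074218, chromosome 7 of GRCm39 from 29883569 to 29885503) was low in every group. It rose from 1.49 ± 0.263 CPM (SD, n = 6) to 7.32 ± 1.40 CPM (SD, n = 6) in *mtDNA B6* Tconv cells and from 0.998 ± 0.304 CPM (SD, n = 4) to 4.62 ± 3.30 CPM (SD, n = 5) in *mtDNA NZB* Tconv cells over the paper's 21 libraries, in which the largest count was 42 in *mtDNA B6* and 26 in *mtDNA NZB* libraries. It was 0 and 1.20 CPM in the unused resting *mtDNA NZB* replicates 2 and 6 and 9.38 CPM in the unused activated *mtDNA NZB* replicate 6, which held 64 counts. The log2 fold change was 2.31 in *mtDNA B6* cells (standard error 0.32, adjusted p = 3.13e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.30 in *mtDNA NZB* cells (standard error 0.44, adjusted p = 0.000131), so both haplotypes passed both cut-offs. Over 24 libraries the values were 2.30 and 2.49. The responses did not differ (adjusted p = 0.998 over 21 and 0.92 over 24 libraries). With each library left out in turn the *mtDNA NZB* response stayed between 2.26 and 2.64. The paper names 8 genes as up-regulated in *mtDNA B6* cells, *Cox7a1* included. Of these, 3 passed both cut-offs in *mtDNA NZB* cells too over 21 libraries (*Pcx*, *Nos2* and *Cox7a1*). Over 24 libraries, where *Nos2* was not tested, 3 did so (*Pcx*, *Cd8b1* and *Cox7a1*). The difference between the responses had an unadjusted p under 0.05 for 2 of 8 genes over 21 libraries and 3 of 7 tested genes over 24. The 8 include *Nos2*, for which this test decides nothing, because it held 0 counts in every resting library.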

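The difference between the responses of the whole mitochondrial list was tested directly. Over the paper's 21 libraries the median of the difference (*mtDNA NZB* minus *mtDNA B6* log2 fold change) was 0.28, and 215 of 259 genes had a higher response in *mtDNA NZB* Tconv CD4+ cells (limma's camera set test on the interaction, adjusted p = 4.99e-11). With the 3 unused libraries the median was 0.26, and 220 of 258 genes had a higher response in *mtDNA NZB* cells (camera, adjusted p = 2.74e-08). Since the list comes from the study of these samples, the 174 tested protein-coding genes of the OXPHOS complexes and the mitochondrial ribosome, picked by symbol alone after the data were seen, were tested as well. Their median difference was 0.35 over 21 libraries and 0.30 over 24 (camera, adjusted p = 2.31e-16 and 6.6e-13), with 159 and 161 of 174 above 0, and that of the 40 among them that Dataset S1 does not hold was 0.38 and 0.35, with 37 of 40 above 0 in each set. For the study's list the call held under limma's fry rotation test (adjusted p = 0.00916 over 21 and 0.0222 over 24 libraries) and did not hold when camera estimated the correlation between genes from the data (unadjusted p = 0.0557 and 0.0902). With each of the 24 libraries left out in turn the median stayed between 0.23 and 0.31. The label number as a replicate block lowered it to 0.19 over 21 libraries, with 188 of 259 genes above 0, and to 0.16 over 24, with 205 of 258 above 0 (camera, adjusted p = 1.07e-05 and 1e-06), and to 0.15 in the paired libraries alone (adjusted p = 1.79e-06). With the library set as a term, chosen after the data were seen, the median was 0.30 over 21 and 0.25 over 24 libraries (camera, adjusted p = 2.37e-12 and 4.2e-08). Within sets, set 2 alone holds all 4 groups, with 1 activated *mtDNA B6* and 1 resting *mtDNA NZB* library, and gave a smaller median difference of 0.12 over either set of libraries, with no replicate check in those 2 groups. Sets 1 and 3 lack resting or activated *mtDNA B6* libraries and give no difference. The genes of the OXPHOS complexes within the list had a median difference of 0.30 over 21 and 0.30 over 24 libraries, and the mitochondrial ribosome genes 0.37 and 0.33. The median log2 difference of the whole list between *mtDNA NZB* and *mtDNA B6* cells was −0.18 at rest and 0.12 after activation over the paper's libraries, and −0.19 and 0.08 over all 24. From the larger number of mitochondrial genes raised in *mtDNA NZB* cells and the different genes raised in each haplotype (Fig. 3 *B* and *C*), the paper concludes that activation induced mitochondrial biogenesis in both haplotypes, that the increase in mitochondrial gene expression was greater in *mtDNA NZB* cells, and that this gave the cells different metabolic states.

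**Figure D2:**
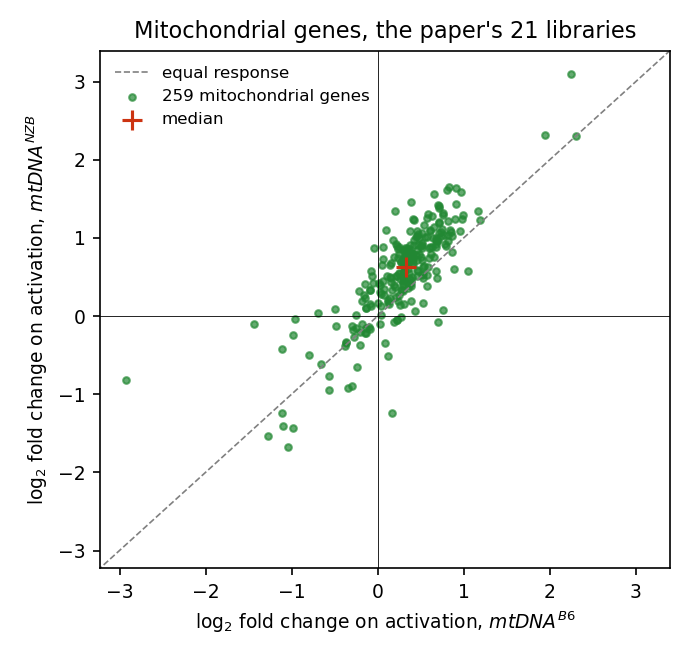
Log2 fold change on activation in *mtDNA B6* (horizontal axis) and *mtDNA NZB* (vertical axis) Tconv cells for each of the 259 mitochondrial genes tested over the paper's 21 libraries. Each point is a gene, the dashed line marks an equal response, and the cross marks the medians, 0.33 and 0.63. Of the genes, 215 lie above the dashed line.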

Among the uniquely down-regulated genes in the activated *mtDNA^NZB^* Tconv CD4^+^ cells was mTORC1 (Fig. 3*C*). 

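The gene of an mTOR complex among the labelled down-regulated genes of Dataset S1 is *Rictor*, which encodes a subunit of mTORC2. *Rictor* (ENSMUSG00000050310, chromosome 15 of GRCm39 from 6737860 to 6829882) fell from 24.5 ± 16.2 CPM (SD, n = 4) to 10.9 ± 3.02 CPM (SD, n = 5) in *mtDNA NZB* Tconv cells over the paper's 21 libraries, and stood at 13.9 ± 2.84 CPM (SD, n = 6) at rest and 11.7 ± 1.49 CPM (SD, n = 6) after activation in *mtDNA B6* cells. It was 0 and 39.8 CPM in the unused resting *mtDNA NZB* replicates 2 and 6 and 9.97 CPM in the unused activated replicate 6. Its log2 fold change in *mtDNA NZB* cells was −1.17 (standard error 0.31, adjusted p = 0.00345 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that in *mtDNA B6* cells −0.25 (standard error 0.26, adjusted p = 0.448). Over all 24 libraries the values were −1.33 and −0.25. The difference between the responses was −0.92 (standard error 0.41, adjusted p = 0.231) over 21 libraries and −1.08 (standard error 0.40, adjusted p = 0.24) over 24. With each library left out in turn, the *mtDNA NZB* log2 fold change stayed between −1.53 and −1.04. When the library set was a term, a fit chosen after the data were seen, *Rictor* had −1.07 over 21 and −1.10 over 24 libraries in *mtDNA NZB* cells, and the sign in *mtDNA B6* cells changed, to 0.06 and 0.05. When blocked by label number, *Rictor* in *mtDNA NZB* cells did not pass over 21 libraries (−0.59, adjusted p = 0.109 in edgeR) and passed over 24 (−1.02, adjusted p = 0.0177).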

Among the uniquely down-regulated *mtDNA^B6^* Tconv CD4^+^ genes were inflammation genes (*Tnf*, *Mx1/2*, *Cx3cr1*, and *Oas1a*), nucleic acid synthesis genes (Pn5l and Nme4), and mtDNA genes (*MT-ND1*) (Fig. 3*B*).

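These genes, with the nucleic acid gene matched to *Prr5l* in Dataset S1, were all down-regulated past both cut-offs in activated *mtDNA B6* Tconv CD4+ cells over the paper's 21 libraries. *Tnf* (ENSMUSG00000024401, chromosome 17 of GRCm39 from 35418357 to 35420983) fell from 39.2 ± 9.88 CPM (SD, n = 6) to 18.4 ± 4.61 CPM (SD, n = 6) in *mtDNA B6* cells and went from 35.4 ± 12.7 CPM (SD, n = 4) to 35.1 ± 15.8 CPM (SD, n = 5) in *mtDNA NZB* cells. The unused resting *mtDNA NZB* replicates 2 and 6 and activated replicate 6 held 33.9 CPM (a count of 2), 44.6 CPM and 14.8 CPM. The log2 fold change was −1.08 in *mtDNA B6* cells (standard error 0.24, adjusted p = 0.000701 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.08 in *mtDNA NZB* cells (standard error 0.28, adjusted p = 0.839). The responses differed by 1.00 over 21 libraries (standard error 0.37, adjusted p = 0.142) and by 0.77 over 24 (standard error 0.38, adjusted p = 0.352). *Mx1*, *Mx2* and *Cx3cr1* were also down-regulated past both cut-offs in *mtDNA NZB* cells, with log2 fold changes of −2.16, −2.81 and −3.97 over 21 libraries and −1.84, −2.61 and −3.84 over 24, against −2.12, −3.09 and −4.41 in *mtDNA B6* cells. *Mx1* and *Mx2* are paralogs, and no resting group averaged above 8.08 CPM for either. *Oas1a*, which overlaps *Oas1d* and has several close paralogs, had a log2 fold change of −2.10 in *mtDNA B6* cells and −1.24 in *mtDNA NZB* cells (adjusted p = 0.086), and passed both cut-offs in *mtDNA NZB* cells over 24 libraries (−1.30, adjusted p = 0.0293). *Nme4* fell by 1.23 on the log2 scale in *mtDNA B6* cells and by 0.43 in *mtDNA NZB* cells. The *Prr5l* log2 fold change in *mtDNA NZB* cells was 0.23 over 21 libraries and −0.12 over 24, with at most 13 counts in an *mtDNA NZB* library the paper used. In a fit with the library set as a term, chosen after the data were seen, *Oas1a* (−1.61, adjusted p = 0.0692 in edgeR) and *Prr5l* (−0.78, adjusted p = 0.395) no longer passed in *mtDNA B6* cells over 21 libraries, nor did *Prr5l* over 24 (−0.61, adjusted p = 0.486), and *Tnf* over 24 missed the fold cut-off there (−0.85, adjusted p = 0.0455). That fit gave *Prr5l* 0.38 and 0.25 over 21 and 24 libraries and *Tnf* 0.00 over 21 in *mtDNA NZB* cells. The block by label number left *Prr5l* in *mtDNA B6* cells short of the cut-offs over 21 (−1.48, adjusted p = 0.0519) and 24 libraries (−1.49, adjusted p = 0.0664). *mt-Nd1* (mtDNA positions 2751 to 3707) fell from 10.9 ± 3.85 CPM (SD, n = 6) to 4.02 ± 0.972 CPM (SD, n = 6) in *mtDNA B6* cells, a log2 fold change of −1.43 (standard error 0.35, adjusted p = 0.00149) over 21 libraries. Over all 24 the standard error was 1.03 and the adjusted p 0.263. The unused resting *mtDNA NZB* replicate 2 held 1084 CPM (64 counts). The unused resting replicate 6 held 6.82 CPM and activated replicate 6 held 2.20 CPM. In *mtDNA NZB* cells the log2 fold change was −0.10 over 21 libraries and −3.40 over 24, and −0.28 without resting replicate 2. In the fit with the set term *mt-Nd1* passed neither in *mtDNA B6* cells over 21 libraries (−1.19, adjusted p = 0.0588 in edgeR) nor in *mtDNA NZB* cells over 24 (−2.42, adjusted p = 0.0994), where it had passed without the term. In the fit with the block over 24 libraries *mt-Nd1* passed in *mtDNA B6* cells (−1.45, adjusted p = 0.0114) and not in *mtDNA NZB* cells (−0.44, adjusted p = 0.496). Of the 8 genes *Tnf*, *Mx1*, *Mx2*, *Cx3cr1*, *Oas1a*, *Prr5l*, *Nme4* and *mt-Nd1*, edgeR and DESeq2 each found 0 with an adjusted p of at most 0.05 for the difference between the responses over either set, with 4 over 21 libraries and 1 over 24 at an unadjusted p under 0.05 in edgeR.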

To determine whether the tendency of *mtDNA^NZB^* cells to increase mROS production might influence the expression of antioxidant genes in the activated *mtDNA^NZB^* Tconv CD4^+^ cells, we surveyed changes in the expression of the known human–mammalian antioxidant genes (36). This revealed that activation of *mtDNA^NZB^* Tconv CD4^+^ cells induced 15 antioxidant genes and down-regulated 4, while activation of *mtDNA^B6^* Tconv CD4^+^ cells induced only 7 antioxidant genes and down-regulated 12 (*SI Appendix*, Fig. S3 *A* and B). 

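Dataset S1 lists 36 antioxidant genes with their values in both haplotypes, among them the thioredoxins, peroxiredoxins, glutaredoxins, glutathione peroxidases, superoxide dismutases and catalase. All 36 were tested over the paper's 21 libraries and 35 over all 24. No fold cut-off was applied to them, since Fig. S3 labels antioxidant genes on both sides of its fold lines. One of them, the myeloperoxidase gene *Mpo*, is also a marker of granulocyte precursors.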

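At an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, activation of *mtDNA NZB* Tconv CD4+ cells raised 17 antioxidant genes and lowered 6 over the paper's 21 libraries, and activation of *mtDNA B6* Tconv CD4+ cells raised 12 and lowered 15. Adjusted over the list alone the counts were 18 and 6 in *mtDNA NZB* cells and 12 and 15 in *mtDNA B6* cells, which is not independent evidence because the list comes from the study. Over 24 libraries 15 were raised and 7 lowered in *mtDNA NZB* cells and 11 raised and 13 lowered in *mtDNA B6* cells (16, 7, 12 and 13 adjusted over the list alone). In the paper's own values of Dataset S1, 18 genes are raised and 5 lowered in *mtDNA NZB* cells and 12 raised and 15 lowered in *mtDNA B6* cells at the same adjusted p. With a fold cut-off of 1 on the log2 scale, 4 were raised and 4 lowered in *mtDNA NZB* cells and 4 raised and 3 lowered in *mtDNA B6* cells over 24 libraries. The marker RNA of other spleen cells (4 marker lists, chosen after the data were seen) was also used as a covariate. It follows state and so takes up part of the response. With it, edgeR called 11 antioxidant genes raised and 1 lowered in *mtDNA B6* cells over 24 libraries, and 4 raised and 0 lowered over 21. At an unadjusted p under 0.05, 7 were raised and 1 lowered there over 21 libraries. In *mtDNA NZB* cells that fit called 15 raised and 2 lowered over 24 libraries, and 12 raised and 3 lowered over 21. DESeq2 was not run with the covariate. The response differed between haplotypes for *Prdx2*, *Glrx5* and *Gpx1* over the paper's libraries, each with a higher value in *mtDNA NZB* cells (*Gpx1* was singled out after its values were seen), and for 0 over all 24 (edgeR, 5 higher and 1 lower over 21 libraries and 0 over 24 adjusted over the list alone). At an unadjusted p under 0.05 there were 9 higher and 1 lower over 21 libraries and 7 higher and 1 lower over 24, and DESeq2 called 3 higher and 0 lower over 21 libraries and 0 over 24. After the library set was added as a term, a fit chosen after the data were seen, none of the 3 passed over 21 libraries in edgeR, with an adjusted p of 0.118 for *Prdx2*, 0.151 for *Glrx5* and 0.109 for *Gpx1*. In that fit 8 antioxidant genes were raised and 10 lowered in *mtDNA B6* cells over 21 libraries and 9 and 9 over 24. With the label number as a replicate block over 21 libraries the 3 genes did not pass either (adjusted p = 0.187 for *Prdx2*, 0.205 for *Glrx5* and 0.171 for *Gpx1*), and of the list *Mpo* alone passed, with a higher value in *mtDNA NZB* cells (2.35, adjusted p = 0.0381).

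**Figure D3:**
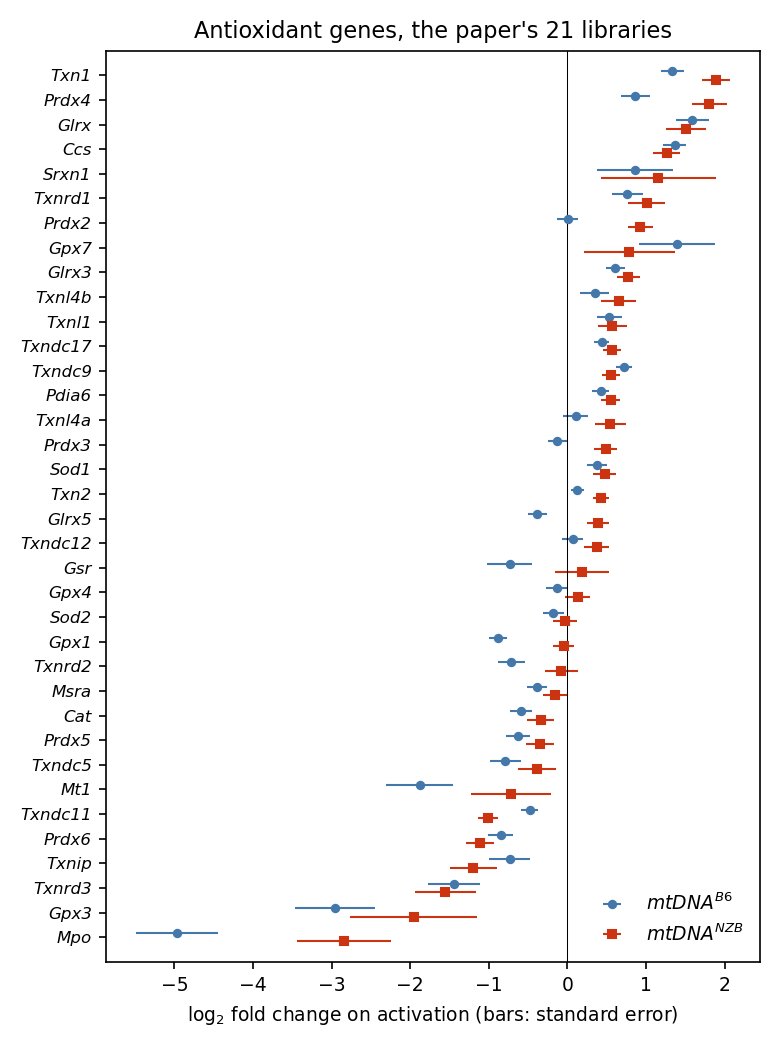
Log2 fold change on activation of the 36 antioxidant genes over the paper's 21 libraries, in *mtDNA B6* (circles) and *mtDNA NZB* (squares) Tconv CD4+ cells, with bars of 1 standard error from edgeR's fit. Genes are ordered by their *mtDNA NZB* value. The *mtDNA NZB* value lies above the *mtDNA B6* value for 28 of the 36 genes.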

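The genes that the paper's text prints as *Txn14D*, *Glnx*, *Glnx3* and *Glnx5* were matched to *Txnl4b*, *Glrx*, *Glrx3* and *Glrx5* of Dataset S1. Of 13 antioxidant genes (*Txn2*, *Txnl1*, *Txndc9*, *Txndc12*, *Txndc17*, *Txnl4a*, *Txnl4b*, *Sod1*, *Prdx2*, *Glrx*, *Glrx3*, *Glrx5* and *Pdia6*), 12 were raised in activated *mtDNA NZB* Tconv CD4+ cells over the paper's 21 libraries and 10 over all 24, at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *mtDNA B6* cells 7 of the 13 were raised over 21 libraries (*Txnl1*, *Txndc9*, *Txndc17*, *Sod1*, *Glrx*, *Glrx3* and *Pdia6*) and 6 over 24. The exception in *mtDNA NZB* cells over 21 libraries was *Txndc12* (adjusted p = 0.0511). The largest rise in *mtDNA NZB* cells was that of *Glrx*, 1.51 over 21 libraries and 1.10 over 24, against 1.59 and 1.58 in *mtDNA B6* cells. *Prdx2* (ENSMUSG00000005161, chromosome 8 of GRCm39 from 85693354 to 85702350) and *Glrx5* passed the test of the difference between the responses over the paper's libraries. *Prdx2* stayed at 267 ± 67.7 CPM (SD, n = 6) and 268 ± 10.2 CPM (SD, n = 6) in resting and activated *mtDNA B6* cells and rose from 159 ± 7.34 CPM (SD, n = 4) to 301 ± 57.2 CPM (SD, n = 5) in *mtDNA NZB* cells. The unused resting *mtDNA NZB* replicates 2 and 6 and activated replicate 6 held 136 CPM (a count of 8), 309 CPM and 245 CPM. The difference between the responses was 0.92 (standard error 0.20, adjusted p = 0.0439) over 21 libraries and 0.65 (standard error 0.24, adjusted p = 0.24) over 24. The end of *Prdx2* overlaps *Junb* on the opposite strand. For *Glrx5* the *mtDNA B6* response was −0.38 and the *mtDNA NZB* response 0.39 over 21 libraries, a difference of 0.77 (standard error 0.19, adjusted p = 0.0483), and over 24 libraries −0.38 and 0.20, a difference of 0.58 (adjusted p = 0.249). The other 11 genes did not pass this test over either set. The differences over 21 libraries with the library set as a term, chosen after the data were seen, were 0.92 for *Prdx2* (standard error 0.25, unadjusted p = 0.00143) and 0.69 for *Glrx5* (standard error 0.22, unadjusted p = 0.00552), and neither passed after adjustment. In *mtDNA B6* cells *Txnl1* (adjusted p = 0.0571 in edgeR), *Sod1* (adjusted p = 0.108) and *Glrx5* (adjusted p = 0.157) then no longer passed over 21 libraries, nor *Glrx5* (adjusted p = 0.42) and *Pdia6* (adjusted p = 0.144) over 24, and *Txndc12* had −0.06 and −0.09 over 21 and 24 libraries. In the blocked fit *Txnl4b* (adjusted p = 0.171 in edgeR) and *Glrx5* (adjusted p = 0.194) were no longer called in *mtDNA NZB* cells over 21 libraries, nor *Txnl1* (adjusted p = 0.0731), *Txndc12* (adjusted p = 0.119), *Sod1* (adjusted p = 0.22) and *Prdx2* (adjusted p = 0.0589) over 24.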

Activated *mtDNA^NZB^* Tconv CD4^+^ antioxidant genes included the thioredoxin genes (*Txn2*, *Txnl1*, *Txndc9*, *Txndc12*, *Txndc17*, *Txnl4a*, and *Txn14D*) where thioredoxin participates in the reversal of oxidized cysteines and Txn2 is mitochondrially localized; Cu/Zn superoxide dismutase (*Sod1*), found in the mitochondrial intermembrane space and converts superoxide to hydrogen peroxide; Peroxiredoxin 2 (*Prdx2*) which reduces hydrogen peroxide and alkyl hydroperoxides; the glutaredoxin genes (*Glnx, Glnx3,* and *Glnx5*), which act in the antioxidant defense caused by reducing dehydroascorbate, peroxiredoxins, and methionine sulfoxide reductases; and protein disulfide isomerase (*Pdia6*) which catalyzes the oxidation-reduction and isomerization of disulfide bonds. The induction of these antioxidant genes, in particular mitochondrial *Txn2*, is consistent with activated *mtDNA^NZB^* Tconv CD4^+^ cells experiencing greater oxidative stress than the *mtDNA^B6^* Tconv CD4^+^ cells (*SI Appendix*, Fig. S3 *A* and B).

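*Txn2* (ENSMUSG00000005354, chromosome 15 of GRCm39 from 77799247 to 77818565) went from 251 ± 14.8 CPM (SD, n = 6) to 273 ± 16.0 CPM (SD, n = 6) in *mtDNA B6* Tconv CD4+ cells and from 222 ± 8.34 CPM (SD, n = 4) to 298 ± 41.2 CPM (SD, n = 5) in *mtDNA NZB* Tconv CD4+ cells over the paper's 21 libraries. It was 152 CPM (a count of 9) and 202 CPM in the unused resting *mtDNA NZB* replicates 2 and 6 and 288 CPM in the unused activated replicate 6. The log2 fold change was 0.12 in *mtDNA B6* cells (standard error 0.08, adjusted p = 0.221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.43 in *mtDNA NZB* cells (standard error 0.10, adjusted p = 0.000774), and over all 24 libraries 0.12 and 0.48. The responses differed by 0.31 over 21 libraries (standard error 0.13, adjusted p = 0.193) and 0.36 over 24 (standard error 0.13, adjusted p = 0.238), and with each library left out in turn the *mtDNA NZB* value stayed between 0.43 and 0.53. For the whole antioxidant list the median difference between the responses was 0.27 over the paper's libraries (limma's camera set test on the interaction, adjusted p = 0.00262) and 0.13 over 24 libraries, where 24 of 35 genes had a higher response in *mtDNA NZB* cells (camera, adjusted p = 0.365). Over 21 libraries the call held neither under fry (unadjusted p = 0.0475, adjusted p = 0.0832 over the 7 list tests) nor with the correlation between genes estimated from the data (unadjusted p = 0.181). With each of the 24 libraries left out in turn the median ran from 0.04, without resting *mtDNA B6* replicate 5, to 0.26, without the unused resting *mtDNA NZB* replicate 6. It was, with the library set as a term, chosen after the data were seen, 0.29 over 21 and 0.11 over 24 libraries (camera, adjusted p = 0.00823 and 0.392).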

#### Treg cells: Unique gene changes for resting and activated *mtDNA^B6^* versus *mtDNA^NZB^* CD4^+^ Treg cells.

Unique changes following activation of isolated *mtDNA^B6^* and *mtDNA^NZB^* Treg cells revealed that both mtDNA genotypes modulated mitochondrial and inflammatory gene expression (34). However, the response of the *mtDNA^B6^* Treg cells to activation was much more robust than that of the *mtDNA^NZB^* Treg cells. This supports the conclusion that the *mtDNA^NZB^* Treg cells are severely impaired in their response to antigen activation (Fig. 3 *D* and *E*). Focusing on the *mtDNA^NZB^* Treg cells revealed over 20 key mitochondrial and inflammatory genes being up-regulated in the resting *mtDNA^NZB^* Treg cells compared to *mtDNA^B6^* Treg cells. These genes included *Cd74*, *Hmox1*, *Trf*, *Clita*, *Cd8a*, *Cd8b1*, *Ifitm3*, *Prr5*, *Il1b*, *Lrrk2*, *Zeb2*, *Ifitm1*, *Ifitm2*, *Plaur*, *Nubpl*, *Cxcl9*, *Nlrp3*, *Tlr3*, *Cx3cr1*, *H2*-*Eb2*, *Slc22a21*, and *Csf1r* (*SI Appendix*, Fig. S3*C*). The differential expression of these genes in resting *mtDNA^NZB^* Treg cells is indicative of immune exhaustion, mitochondrial dysfunction, and improper regulation of immune responses during stress. This could explain the dysfunction of the activated Treg from *mtDNA^NZB^* mice. The upregulation of *Ifitim3* and *Zeb2* are linked to T cell exhaustion while the upregulation of *Il1b*, *Nlrp3,* and *Lrrk2* genes involved in inflammasome activation suggests a heightened proinflammatory state which upon overactivation could trigger activation-induced cell death. The *Hmox1* gene is involved in cellular stress responses while *Nubpl* is important in mitochondrial biogenesis suggesting that oxidative and mitochondrial stress could play a role in Treg dysfunction, T cell exhaustion, and death during activation (37, 38). Upregulation of chemokine-related genes like *Cxcl9* and *Cxclcr1* play crucial roles in Treg trafficking and could exacerbate the response to inflammatory environments leading to stress-induced cell death during activation (39, 40). The altered expression of *mtDNA^NZB^* Tregs genes such as *Nubpl* for mitochondrial function and *Lrrk2* for inflammation thus point toward energy deficits and immune regulation imbalances as impairing Treg cell function following activation (*SI Appendix*, Fig. S3*C*).

Upon activation, we observed the differential gene induction in *mtDNA^NZB^* Treg cells for mTORC1 (*Rictor*), mitochondrial assembly (*Timm9*, *Timm23*, and *Cox17*), inflammation (*IL1α*, *IL1r1*, *Cd7*, *Cxcl11*, and *Tnfaip6*), DNA and viral response (*Zc3hav1* and *Smchd1*), mitochondria–ER interaction (*Edem1* and *Atf6*), and the glutathione antioxidant synthesis (*Gclc*) (Fig. 3*E*). The down-regulated genes include multiple mitochondrial and inflammatory genes. Mitochondrial and peroxisomal genes included (*Nudfb2*, *Ndufaf3*, *Cmc1*, *Coa3*, *Coa6*, *Smim20*, *Hadh*, *Amacr*, *Acaa2*, *Pdss2*, *Mrpl55*, *Idh2*, and *Pex6*), mitochondrial proapoptotic genes (*Bad* and *Bid*), inflammation genes (*Csfir*, *Tcf3*, *Cxcr3*, *Cd8b1*, *Cd8a*, *Dmac1*, *Pycad*, and *Cxcr1*), and the cellular biogenesis and metabolism genes (*Idh1*, *Pdia4*, *Aca2*, *TK1*, *Mrpa1*, and *Tir3*) (Fig. 3*E*). Hence, upon activation, *mtDNA^NZB^* Treg cells show a striking downregulation of mitochondrial function and impaired inflammatory and biogenesis genes consistent with bioenergetic failure. Finally, activated *mtDNA^B6^* Treg cells induced the antioxidant genes (*Sod1*, *Gpx4*, *Txndc17*, and *Prdx1*), which were not induced in *mtDNA^NZB^* Treg cells (*SI Appendix*, Fig. S3 *D* and E).

To validate the effects of Treg activation between the *mtDNA^NZB^* and *mtDNA^B6^* Treg cells, we performed RT-qPCR quantification on selected genes. While levels of *Foxp3* remained comparable between *mtDNA^NZB^* and *mtDNA^B6^* Treg cells, *mtDNA^NZB^* Tregs at rest had higher levels of several Treg-associated genes (*CD25, GITR,* and *TGFb1*) than *mtDNA^B6^* Treg cells, and these differences were also seen upon 2 h of activation (*SI Appendix*, Fig. S4). Surprisingly, however, activation of *mtDNA^NZB^* Treg cells promoted the elaboration of abnormally higher levels of proinflammatory cytokines (e.g., *IFN-γ, IL-2*) than *mtDNA^B6^* Treg cells (*SI Appendix*, Fig. S4 *E* and F) indicative of dysfunctional *mtDNA^NZB^* Treg cells (41–44).

Thus, transcriptional analysis of activated *mtDNA^NZB^* Tconv CD4^+^ versus *mtDNA^B6^* Tconv CD4^+^ cells revealed that the *mtDNA^NZB^* results in the induction of mitochondrial genes, but downregulation of inflammatory genes. These changes could be indicative of enhanced innate immune activation. By contrast, *mtDNA^NZB^* Treg CD4^+^ versus *mtDNA^B6^* Treg CD4^+^ cells manifest a decline in mitochondrial function and evidence of Treg cell exhaustion indicative of Treg cell failure and enhanced adaptive immune inflammation.

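The median difference between the responses of the inflammatory list (*mtDNA NZB* minus *mtDNA B6* log2 fold change) was −0.03 over the paper's 21 libraries, with 50 of 110 genes above 0 (limma's camera set test on the interaction, adjusted p = 0.631). Over all 24 libraries it was 0.07, with 63 of 109 genes above 0 (camera, adjusted p = 0.903), so its sign was not the same in both sets and camera set neither apart from the other genes. The individual responses of this list to activation were also balanced, with 53 of 110 genes above 0 in *mtDNA B6* cells and 51 of 110 in *mtDNA NZB* cells over 21 libraries, and 52 of 109 in each haplotype over 24. Without the unused resting *mtDNA NZB* replicate 6 the median difference was −0.03, and without the other unused libraries, resting *mtDNA NZB* replicate 2 and activated *mtDNA NZB* replicate 6, it was 0.04 and 0.06. A fit with the library set as a term, chosen after the data were seen, gave −0.13 over 21 libraries (camera, adjusted p = 0.174) and 0.07 over 24 (adjusted p = 0.922), and a median response of 0.05 in *mtDNA B6* cells over 21 libraries.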

### Decreased *mtDNA^NZB^* mROS in Immune Cells Reduces Antitumor Immune Response.

To confirm that the increased tumor rejection was due to mROS damage to the *mtDNA^NZB^* Treg cells, we generated a mouse strain that expresses cre-recombinase conditional mitochondrial targeted catalytic antioxidant catalase (mCAT) from within the *Rosa26* locus (Rosa26-LSL-mCAT or *mCAT^fl^*) (Fig. 4*A*; *SI Appendix*, Fig. S5 and Dataset S1). *mCAT^fl^* homozygous females were crossed with males heterozygous for a hematopoietic tissue-specific Cre (*Vav^iCre^*), resulting in all F1 offspring having one allele of the *mCAT^fl^* transgene and half of the offspring also inheriting the *Vav^iCre^* transgene thus activating the *mCAT* transgene in their hematopoietic cells (Fig. 4*B*). In the *mCAT^fl^ Vav^iCre^* mice, catalase mRNA increased approximately 21-fold in the bone marrow but not in the liver (Fig. 4*C*), and ROS was decreased in the bone marrow cells of the *mtDNA^NZB^* mice without affecting respiration (*SI Appendix*, Fig. S6). Compared to *mtDNA^B6^* mice, mROS levels were increased in *mtDNA^NZB^* Tconv CD4^+^ cells, and induction of mCAT reduced mROS levels (Fig. 4*D*). In *mtDNA^B6^* and *mtDNA^NZB^* mice in which the *mCAT^fl^* transgene was induced in hematopoietic cells (*mCAT^fl^ Vav^iCre^*) we found a marked increase in B16F10 melanoma tumor growth (Fig. 4*E*). Likewise, the *mtDNA^NZB^* mice expressing mCAT in their hematopoietic cells no longer could reject a cardiac allograft when treated with a tolerance-inducing protocol of CD154 mAb (MR-1) plus donor splenocyte transfusion (*P* < 0.01) (Fig. 4*F*).

**Fig. 4.**
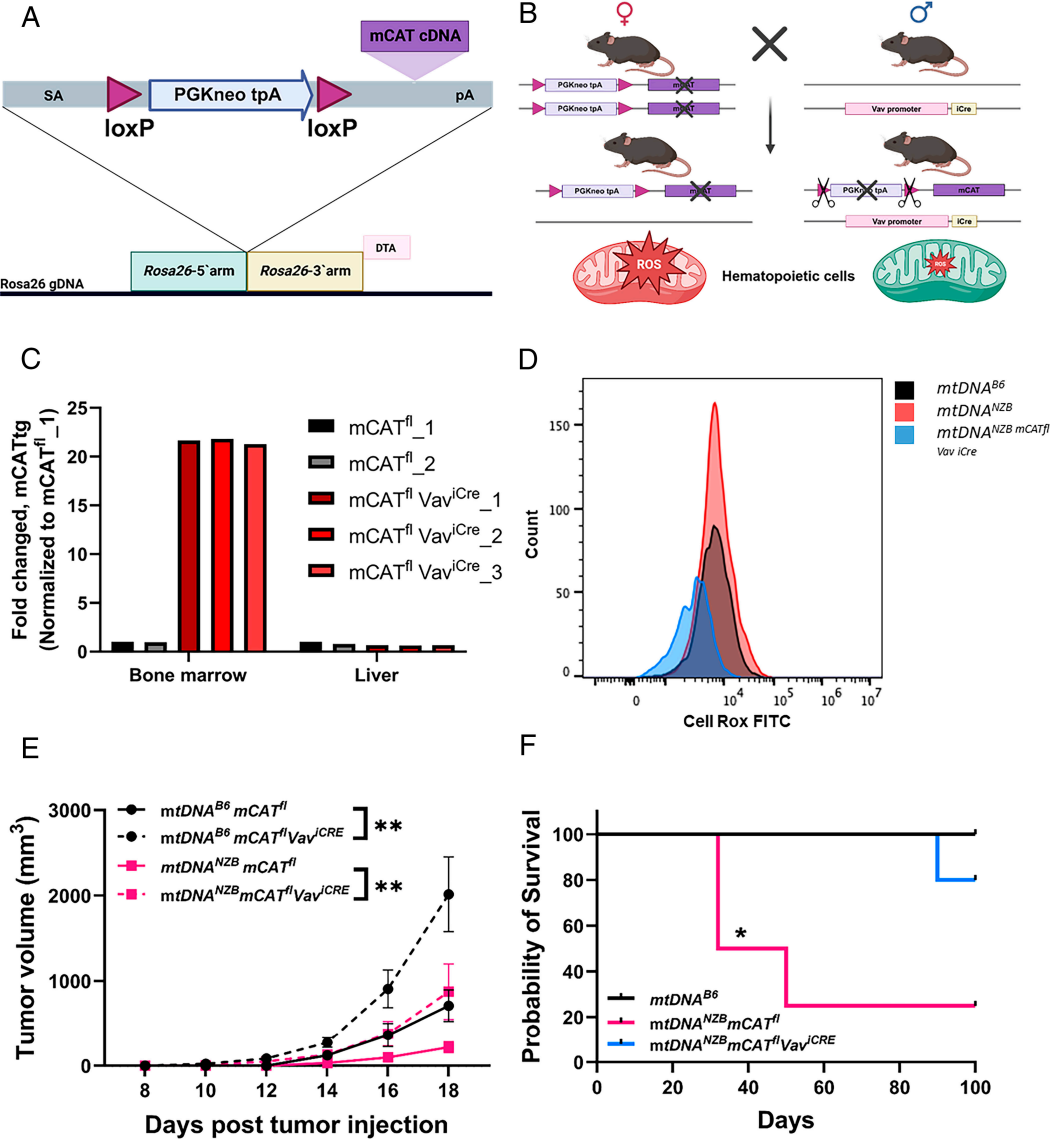
Decreased ROS in *mtDNA^B6^* and *mtDNA^NZB^* immune cells reduces antitumor immune responses. (*A*) Generation of Rosa26-LSL-mCAT (*mCAT^fl^*) allele. Knock-in of splice-acceptor (SA) *mCAT* cDNA downstream of the *Rosa26* constitutive promoter separated by a LoxP-STOP-LoxP (LSL) sequence. (*B*) Breeding strategy for *mCAT^fl^* with *Vav^iCre^* mice. (*C*) Induction of *mCAT* in mouse tissues when *mCAT^fl^* was paired with *Vav^iCre^.* In the hematopoietic cells *mCAT* induction resulted in ~21-fold increase of *mCAT* mRNA only in the bone marrow (BM) and not in the liver when compared to the control littermates (*mCAT^fl^* without *Vav^iCre^*). (*D*) Levels of ROS production detected by flow cytometry in resting and (CD3/CD28 beads, 2 h) activated *mtDNA^B6^*, *mtDNA^NZB^*, or *mtDNA^NZB^ mCAT^fl^ Vav^iCre^* CD4^+^ Tconv cells assayed using a CellRox Green. (*E*) Reduced mROS in the hemopoietic cells increases melanoma tumor volumes. B16F10 melanoma cells (0.1 × 10^6^) were injected subcutaneously into *mtDNA^B6^* (black) and *mtDNA^NZB^* (pink). Solid line – Control (*mCAT^fl^* not expressed), dash line mROS reduced (*mCAT^fl^, Vav^iCre^*), N > 10/group and repeated twice two-way ANOVA test, **P < 0.01. (*F*). Differential rejection of BALB/c (H-2^d^) cardiac allografts in immunocompetent *mtDNA^B6^*, *mtDNA^NZB^*, or *mtDNA^NZB^ mCAT*^fl^ *Vav^iCre^* allograft recipients that were treated with CD154 mAb/DST at the time of engraftment; in contrast to *mtDNA^NZB^* recipients that rejected their grafts, *mtDNA^NZB^* recipients with the activated mCAT (*mtDNA^NZB^*, *mCAT^fl^, Vav^iCre^*) sustained graft survival, Kaplan–Meier survival curve, *P < 0.05.

## Discussion

While it has been observed that ancient host mtDNA haplotype variants are associated with differential tumorigenicity (7, 12), the mechanism by which the host mtDNA genotype limits tumor progression remains to be clarified. To address this gap, we have demonstrated that while C57BL/6J (B6) mice with B6 nuclei and B6 mtDNA (*mtDNA^B6^*) are permissive for melanoma and colon cancer tumor propagation, the conplastic mice with B6 nuclei but NZB mtDNA (*mtDNA^NZB^*) strongly suppresses tumor cell growth.

Previously, we showed that mice harboring the mtDNA *ND6^P25L^* missense mutation have increased mROS production and reduced T regulatory (Treg) cells (25) implying that mtDNA variation could reduce Treg suppression of Teff cell cytotoxicity making the adaptive immune system more aggressive at rejecting foreign antigens. Since it has been established that conplastic B6 mice with *mtDNA^NZB^* have greater mROS production than B6 mice with *mtDNA^B6^*, presumably due to the increased number of the As in the *tRNA^Arg^* DHU loop (13–15, 24), we hypothesized that B6 *mtDNA^NZB^* mice would have increased mROS, reduced Tregs, and increased Teff cell function resulting in more aggressive Teff cell attack of foreign antigens, tumor or cardiac.

To determine whether the B6 *mtDNA^NZB^* Treg cells are impaired in their ability to limit Teff cell function, we employed adoptive transfer of *mtDNA^B6^* versus *mtDNA^NZB^* Treg and Teff cells in a cardiac allograft rejection model. This revealed that both the B6 *mtDNA^NZB^* Tconv cells, harboring the Teff cells, as well as the Treg cells rejected the heart allograft while the B6 *mtDNA^B6^* Tconv and Treg cells did not. The cardiac allograft rejection by the B6 *mtDNA^NZB^* Treg cells was more aggressive than that of the B6 *mtDNA^NZB^* Tconv cells which confirmed that the adaptive immune system of the B6 *mtDNA^B6^* and B6 *mtDNA^NZB^* mice was central to Treg suppressiveness and thus Teff cell rejection of foreign antigens.

Though less precipitously than the adoptive transfer of the B6 *mtDNA^NZB^* Treg cells, B6 *mtDNA^NZB^* Tconv cells also caused rejection of the cardiac allograft. This indicates that in addition to Treg cell adaptive immune function, a second immune function was contributing to allograft and tumor rejection. Since the B6 *mtDNA^NZB^* Tconv cells contain Teff cells but also other immune cells, Tconv cell antigenic rejection could be due to enhanced function of the resident innate immune cells. Increased mROS would augment the release of mtDNA through the mitochondrial permeability transition pore to activate the innate immune systems (45). This could account for the previous report that inactivation of NK cells permitted *mtDNA^B6^* carcinoma growth in B6 *mtDNA^NZB^* mice, though requiring twice as long for the tumors to form (7).

To determine the differential metabolic and immune effects of the B6 *mtDNA^B6^* and B6 *mtDNA^NZB^* Tconv and Treg cells, we performed RNA sequencing of resting and activated B6 *mtDNA^B6^* and B6 *mtDNA^NZB^* Tconv and Treg cells. The B6 *mtDNA^B6^* and B6 *mtDNA^NZB^* Tconv and Treg cells were found to differ at rest as well as upon activation and that activated B6 *mtDNA^NZB^* Treg cells were immunologically defective.

To establish that the differential B6 *mtDNA^B6^* and B6 *mtDNA^NZB^* immune functions were related to increased mROS we created an inducible mitochondrially targeted catalase (mCAT). When mCAT was induced in the hematopoietic cell lineage of the B6 *mtDNA^NZB^* Treg cells this suppressed both cardiac allograft and tumor rejection. Hence, the increased *mtDNA^NZB^* mROS impairs B6 *mtDNA^NZB^* Treg function reducing suppression of Teff cell function and enhancing innate immune function resulting in the increased destruction of both the cancer cells and cardiac allografts.

Our interpretation of present and the previous results is that mtDNA functional variation can modulate both the adaptive immune system through modulation of Treg cell suppressiveness and the innate immune system through increasing aggressiveness of the Tconv cells. This leads to an interesting dichotomy. Inhibiting mROS should reduce the mitogenic effects of mROS on tumor growth, but reduction in mROS could also moderate both the adaptive and innate immune systems compromising the immune rejection of the tumor. This tradeoff demonstrates how subtle changes in mtDNA sequence and function can have profound effects on the regional adaptability of human populations (46).

## Materials and Methods

### Mice.

Institutional Animal Care and Use Committee’s from the Children’s Hospital of Philadelphia and Sheba Medical Center (SMC) approved all animal protocols in this research. All mice were maintained on a 13-h/11-h light–dark cycle. Most of the experiments were performed on 2- to 3-mo-old males, with part of the tumor inocluation experiments and the adoptive transfer experiments performed on females. The conplastic mice were bred and maintained in the Wallace laboratory colony for more than 20 y and in the Yardeni (SMC) laboratory for over 2 y. These included two conplastic mouse strains, encompassing C57BL/6J (B6) nDNA but with either *mtDNA^B6^* or *mtDNA^NZB^* mtDNAs. *Rag1^−/−^* mice (JAX #002216) were used for the adoptive cell transfer experiments.

We also generated a mouse strain that expresses a conditional mitochondrial targeted catalytic antioxidant catalase (mCAT) following cre-recombinase expression, from the *Rosa26* locus (Rosa26-LSL-mCAT or *mCAT^fl^*). The mCAT cDNA (47) was knocked into the constitutively active *Rosa26* locus downstream from a loxP-STOP-loxP (LSL) sequence. The plasmid construct harbored the *Rosa26* 5′ arm, an RNA splice acceptor (SA) sequence, a Lox P site, a PGK1 promoter and *Neo* gene, the PGK-1 3′ UTR and polyA termination signal, three SV40 poly A sites, a second Lox P site, the human catalase cDNA with its 5′ ornithine transcarbamylase (OCT) mitochondrial targeting peptide, the bovine growth hormone poly A site, and the *Rosa26* 3′arm. A diphtheria toxin A expression cassette was included after the 3′ Rosa26 arm to select against random integration of the targeting construct. The *Rosa26-LSL-mCAT* plasmid map and the annotated plasmid sequence are provided in See *SI Appendix*, Fig. S5 and Dataset S1. The *Rosa26-LSL-mCAT* cassette was linearized and then electroporated into mouse JM8.N4 (C57BL/6NTac) embryonic stem cells. ES cells containing the targeting construct were selected with G418, and clones with homologous insertion confirmed by restriction analysis followed by Southern blotting using probes outside the targeting construct. The *Rosa26-LSL-mCAT* allele was backcrossed on to a C57BL/6J nuclear background. When this transgene was bred with Vav^iCre^ mice (JAX #008610) mCAT was induced in the hematopoietic cells (Fig. 4 *B* and *C*).

### Tumor Inoculations.

Two tumor cell lines were used in this study: B16F10 melanoma (26), and MC38 colon adenocarcinoma (27). Both cell lines were derived from C57BL/6J mice. The cell lines were grown in RPMI 1640, 10% FBS, 2 mM glutamine, and 5 μg/mL penicillin and streptomycin. For injection, 0.1 × 10^6^ (B16F10), and 2 × 10^6^ (MC38) cells were suspended 100 μL phosphate-buffered saline (PBS) and injected subcutaneously into the left flank. After 6 d posttumor inoculation, the tumor size was measured every other day until the first mouse reached to the end point of 15 mm of the longest diameter of tumor. *Rag1^−/−^* mice were adoptively transferred with 1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells plus 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Treg cells (10 mice/group), and 30 d later were injected with 0.1 × 10^6^ B16F10 melanoma cells. Tumor volumes were determined twice/week for 3 wk using the formula (3.14 × long axis × short axis × short axis/6).

### Immunotherapy Treatment.

Following the inoculation of B16F10 melanoma cells, the mice were divided into two groups. The first group received intraperitoneal injections of 100 µg of anti-PD-L1 on days 7, 10, 13, and 16 posttumor inoculation, while the second group was injected with saline as a control (48).

### Spleen and Lymph Node Immune Cell Distribution.

Murine spleen, inguinal and mesenteric peripheral lymph nodes, and thymus were harvested and processed to obtain single-cell suspensions of lymphocytes. Red blood cells were removed by hypotonic lysis. The cells were stained with antibodies for flow cytometry staining (49), suspended in PBS with 2% FBS (Thermo Fisher Scientific Cat# 16000044). The antibodies used were CD4 Pacific Blue (Clone RM4-5, BD Biosciences, RRID:AB_397030), CD8 FITC (Bio-Rad, RRID:AB_2229098), CD44 PE (BD Biosciences, RRID:AB_394649), CD62L APC-Cy7 (RRID:AB_2795170), CD25 APC (Clone PC61, BD Biosciences, RRID:AB_398623), All flow cytometry data were captured using Cytoflex (Beckman Coulter, Brea, CA) and analyzed using the FlowJo 10.10 software.

### T Cell Isolation.

Splenocytes were extracted from mice and T cells were isolated using magnetic-activated cell sorting (MACS). The Treg (CD4^+^ CD25^+^) and Tconv CD4^+^ (CD4^+^ CD25^−^) cells were isolated in two steps. First, the splenocytes were reacted with magnetic-bound antibodies to negatively select for CD4^+^ cells (130-104-454, Miltenyi), as well as with PE-conjugated CD25 antibodies (130-091-041, Miltenyi). The flow through from the MACS column was enriched for CD4^+^ cells and was verified by flow cytometry for the enrichment of CD4^+^ cells (*SI Appendix*, Fig. S7). Then, the PE-conjugated anti-CD25 antibody cells were selected using anti-PE conjugated magnetic beads. This resulted in the flow through being Tconv CD4^+^ (CD4^+^ CD25^−^) cells and the bound cells being Treg (CD4^+^ CD25^+^) cells. Flow cytometric analysis of aliquots of the latter cells showed they were >95% Foxp3^+^.

### Cardiac Allografts.

BALB/c (H-2^d^) hearts were transplanted heterotopically into the abdomens of C57BL/6 (H-2^b^) *Rag1^−/−^* of *mtDNA^B6^*, *mtDNA^NZB^*, or *mtDNA^NZB^ mCAT*^fl^ *Vav^iCre^* recipients, all on the B6 background, and graft survival was monitored daily by palpation and confirmed by histology (50). In reductionist studies, immunodeficient *Rag1^−/−^* allograft recipients were adoptively transferred, at the time of transplantation, with 1 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Tconv CD4^+^ cells plus 0.5 × 10^6^ *mtDNA^B6^* Treg cells, or with 1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells plus 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* Treg cells. Subsequently, immunocompetent *mtDNA^B6^*, *mtDNA^NZB^*, or *mtDNA^NZB^ mCAT*^fl^ *Vav^iCre^* allograft recipients were treated with CD154 mAb (250 µg, i.v.) plus donor splenocyte transfusion (5 × 10^6^ H-2^d^ cells, i.v.) at the time of engraftment (31, 32). All transplant studies involved 5 allografts/group and were repeated at least once, with similar results.

### In Vivo Studies of Treg Cells.

Treg cell survival was assessed by adoptive transfer of 0.5 × 10^6^ *mtDNA^B6^* or *mtDNA^NZB^* CD4^+^Foxp3^+^ Treg cells plus 0.1 × 10^6^ *mtDNA^B6^* Tconv CD4^+^ cells (4 mice/group) and assayed by flow cytometry, the proportions and absolute numbers of Tregs within lymph nodes and spleens assessed 30 d later (50). In homeostatic proliferation assays, congenic Thy1.1 + CD4^+^CD25^−^ *mtDNA^B6^* cells purified on MACS columns were mixed in a 1:1 ratio with Thy1.2 + CD4^+^CD25^+^ T cells from *mtDNA^B6^* or *mtDNA^NZB^* donors and adoptively transferred into *Rag1^−/−^* mice. After 7 d, recipient spleens and lymph nodes were collected and the total number of Thy1.1 + CD4^+^ T cells was determined by flow cytometry (50).

### T Cell Activation.

Isolated T cells from the T conv CD4^+^ *mtDNA^B6^* versus *mtDNA^NZB^* mice were divided into two groups for each cell type: resting and activated. To activate the cells, CD28/CD3ε beads (Miltenyi) plus IL-2 were added to Treg cells (2:1, beads: cells) for 2 h and to Tconv CD4^+^ cells (1:1, beads: cells) for 72 h.

### Library Preparation and Sequencing.

RNA was isolated from the cells using the RNeasy Micro kit standard protocols (QIAGEN). The amount and quality of the RNA were tested by Qubit and TapeStation. RNA-seq libraries were prepared at the Crown Genomics Institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. A bulk adaptation of the MARS-Seq protocol (51, 52) was used to generate RNA-Seq libraries for expression profiling. Briefly, 60 ng of input RNA from each sample was barcoded during reverse transcription and then pooled. Following Agencourt AMPure XP beads cleanup (Beckman Coulter), the pooled samples underwent second strand synthesis and were linearly amplified by T7 in vitro transcription. The resulting RNA was fragmented and converted into a sequencing-ready library by tagging the samples with Illumina sequences during ligation, reverse transcription (RT), and PCR. Libraries were quantified with Qubit and TapeStation as well as by qPCR for the ActB gene as previously described (51, 52). Sequencing was carried out on NextSeq 500 (Illumina Inc.) using the high output kit, producing 400 M, 75 bp single end reads.

### Bioinformatics Analysis.

The RNA sequence read data were preprocessed including the trimming of Poly-A/T stretches and Illumina adapters using cutadapt (53). Resulting reads shorter than 30 bp were discarded. The reads were then mapped to 3′ UTR regions (1,000 bases) of the *Mus musculus* GRCm39 genome according to Ensembl annotations (54) version 106, using STAR (55) with EndToEnd option and with the outFilterMismatchNoverLmax was set to 0.05. Deduplication was carried out by flagging all reads that were mapped to the same gene and had the same unique molecule identifier (UMI). Counts for each gene were quantified using htseq-count (56) based on the annotations mentioned above. UMI counts were corrected for saturation by considering the expected number of unique elements when sampling without replacement. Differentially expressed genes were identified using DESeq2 (57) with the betaPrior, cooksCutoff, and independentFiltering parameters set to False. Raw *P* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg (58). The pipeline was run using snakemake (59). Volcano plots were generated using the DESeq2 (57) data and the EnhancedVolcano R package with an adjusted p-value cutoff of ≤0.05. Enriched GO Terms and KEGG pathways were identified from the DESeq2 data via the ClusterProfiler (60) R package using the pipeline in https://github.com/jahaltom/MITOCHONDRIAL-TUMOR/tree/main. An adjusted *P*-value cutoff of ≤0.05 was used. Heatmaps were generated using the pheatmap R package.

### ROS Detection by Flow Cytometry.

ROS production in resting and activated (CD4/CD28 beads, 2 h) of *mtDNA^B6^*, *mtDNA^NZB^*, or *mtDNA^NZB^mCAT*^fl^ (Vav^iCre^) Treg and Tconv CD4^+^ cells were quantified using a CellRox Green Flow Cytometry Kit (Thermo Fisher Scientific) (28).

### Mitochondrial Respiration and ROS Production.

Mitochondrial respiration and mROS production were measured using High-resolution FluoRespirometry (Oroboros Instruments) with FluoSensor green at excitation (525 nm) and detection of Amplex Red fluorescence. An air calibration was performed with MiR05 buffer supplemented with 15 µM DTPA (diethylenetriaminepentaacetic acid). Subsequently, Amplex Red (10 µM), horseradish peroxidase (HRP) (1 U/mL), and SOD (2 U/mL) were added, and the fluorescence signal was calibrated by two consecutive additions of H_2_O_2_ (0.2 µM each). Additional ROS calibrations were performed after addition of the sample and at the end of the titration protocol. Mice were killed using cervical dislocation, and the bone marrows were dissected and homogenized in MiR05+DTPA using Dounce homogenizers. The homogenized bone marrows were added to the respirometry chambers. A substrate-uncoupler-inhibitor titration (SUIT-) protocol was used to evaluate mitochondrial respiration and ROS production at different mitochondrial respiratory states. Titration protocol: pyruvate, malate, and glutamate (5 mM, 0.5 mM, and 10 mM), ADP (5 mM), succinate (10 mM), oligomycin (2.5 µM), FCCP (1.5 µM), rotenone (0.5 µM), and Antimycin A (2.5 µM). After each addition, a plateau in respiration and ROS production was awaited. Respirometry chambers were reoxygenated by opening for 5 min after Oligomycin and after antimycin A. Respiration was corrected for the residual oxygen consumption after Antimycin A. ROS production was first corrected for the background flux before the addition of any sample. Subsequently, it was corrected for the O_2_ concentration at each respective interval according to an O_2_-ROS correlation curve obtained by reoxygenating after Antimycin A. The absolute ROS levels of the *mCAT^fl^ Vav^iCre^* mice were normalized to the ROS levels of the *mCAT^fl^* mice.

### Associations.

DCW is a consultant for Pano Pharmaceuticals and Medical Excellence Capital.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

## Data Availability

Research materials are available from . Bulk RNA-Seq data can be found at the Gene Expression Omnibus under accession Nos. GSE276714 (33) and GSE280896 (34).

# Supplementary material for: Mitochondrial DNA lineages determine tumor progression through T cell reactive oxygen signaling
**Source:** Proc Natl Acad Sci U S A. 2025 Jan 3;122(1):e2417252121. doi: 10.1073/pnas.2417252121
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for** MITOCHONDRIAL DNA LINEAGES DETERMINE TUMOR PROGRESSION THROUGH T CELL REACTIVE OXYGEN SIGNALING

Tal Yardeni<sup>1,2</sup>, Arnold Z Olali<sup>1</sup>, Hsiao-Wen Chen<sup>1</sup>, Liqing Wang<sup>3</sup>, Jeff Halton<sup>1</sup>, Angi Zenab<sup>2</sup>, Ryan Morrow<sup>1</sup>, Arrienne Butic<sup>1</sup>, Deborah G Murdock<sup>1,4</sup>, Katrina G. Waymire<sup>5</sup>, Grant R. MacGregor<sup>5</sup>, Ben Boursi<sup>6</sup>, Ulf H. Beier<sup>7</sup>, Wayne W. Hancock<sup>1,3</sup>, and Douglas C. Wallace<sup>1,4,8</sup>

### **This PDF file includes:**

Supporting text  
Figures S1 to S7

### **Other supporting materials for this manuscript include the following:**

Datasets S1  
Datasets S2  
Datasets S3

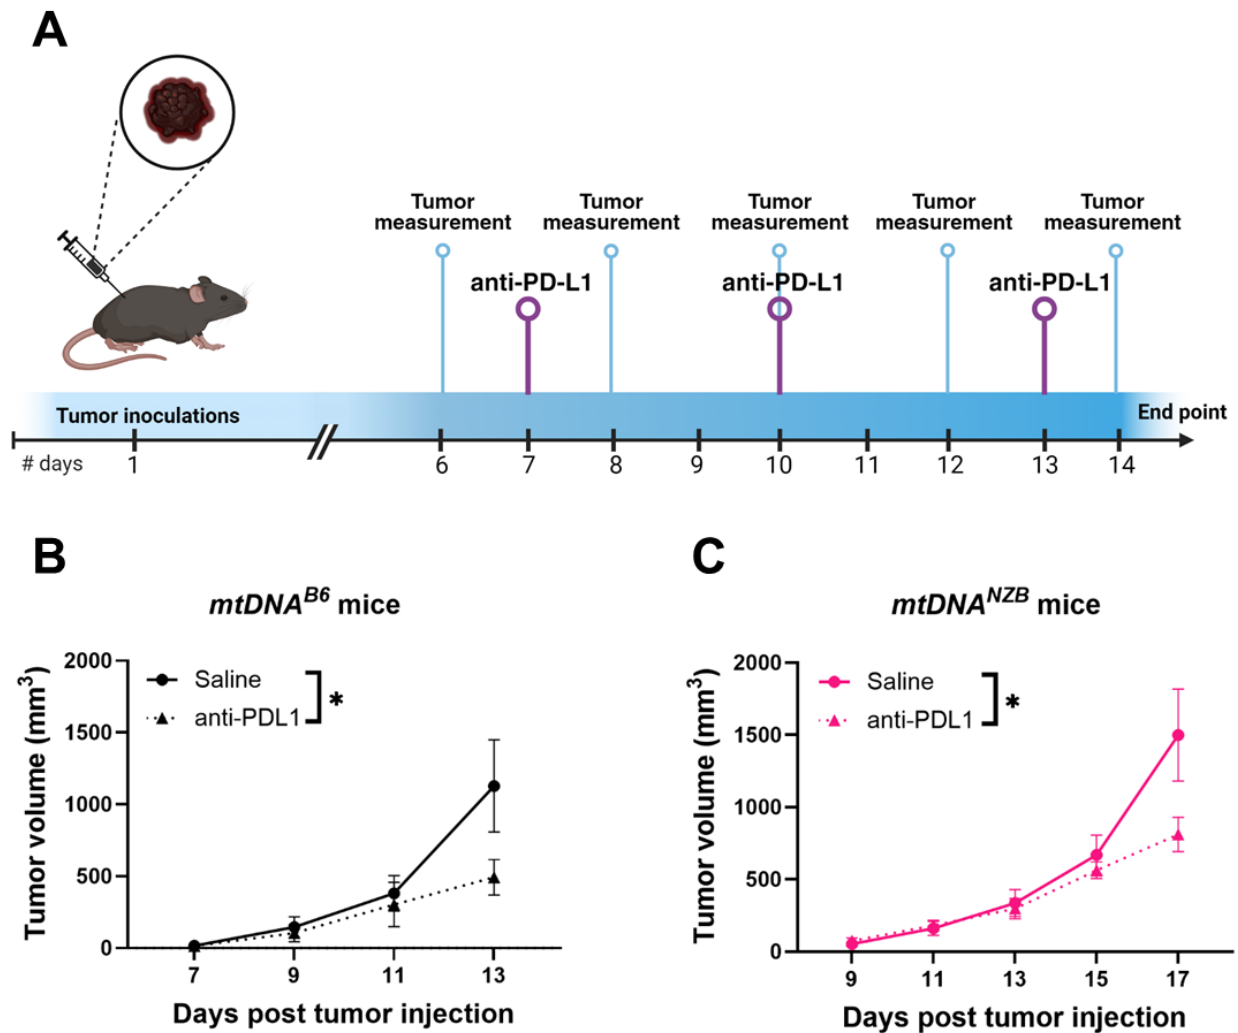

**Fig. S1. Differential *mtDNA<sup>B6</sup>* and *mtDNA<sup>NZB</sup>* rejection of melanoma cells did not significantly respond to anti-PD-L1 immune checkpoint therapy.** (A) Experiment protocol. (B-C) B16F10 melanoma cells ( $1 \times 10^5$ ) were injected into the flank of (B) *mtDNA<sup>B6</sup>* mice and (C) *mtDNA<sup>NZB</sup>* mice, followed at days 7, 10, 13 and 16 with an injection of 100  $\mu$ g of anti-PD-L1 and tumor growth monitored on the days indicated in the figures, N = 12-16/group, repeated twice, two-way ANOVA, \*  $p < 0.05$ .

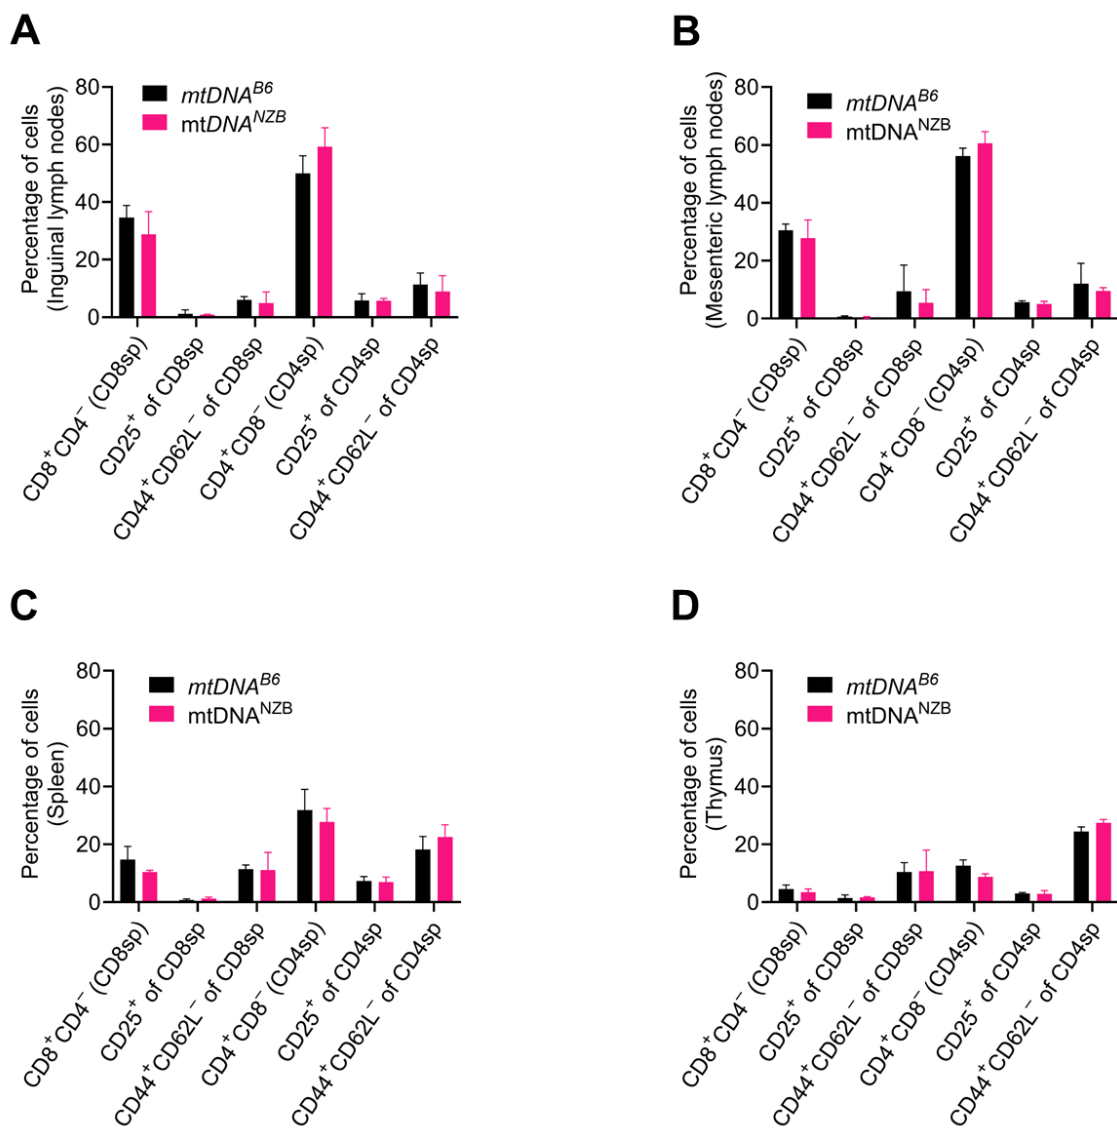

**Fig. S2. *mtDNA*<sup>B6</sup> and *mtDNA*<sup>NZB</sup> haplotypes exhibit no difference in resting immune cell populations.** T cells were isolated and counted from (A) inguinal lymph nodes, (B) mesenteric lymph nodes, (C) spleen, and (D) thymus. *mtDNA*<sup>B6</sup> (black) and *mtDNA*<sup>NZB</sup> (pink) cells, N = 3/group, Mann-Whitney test. Mean ± SEM. Abbreviations: sp, single positive.

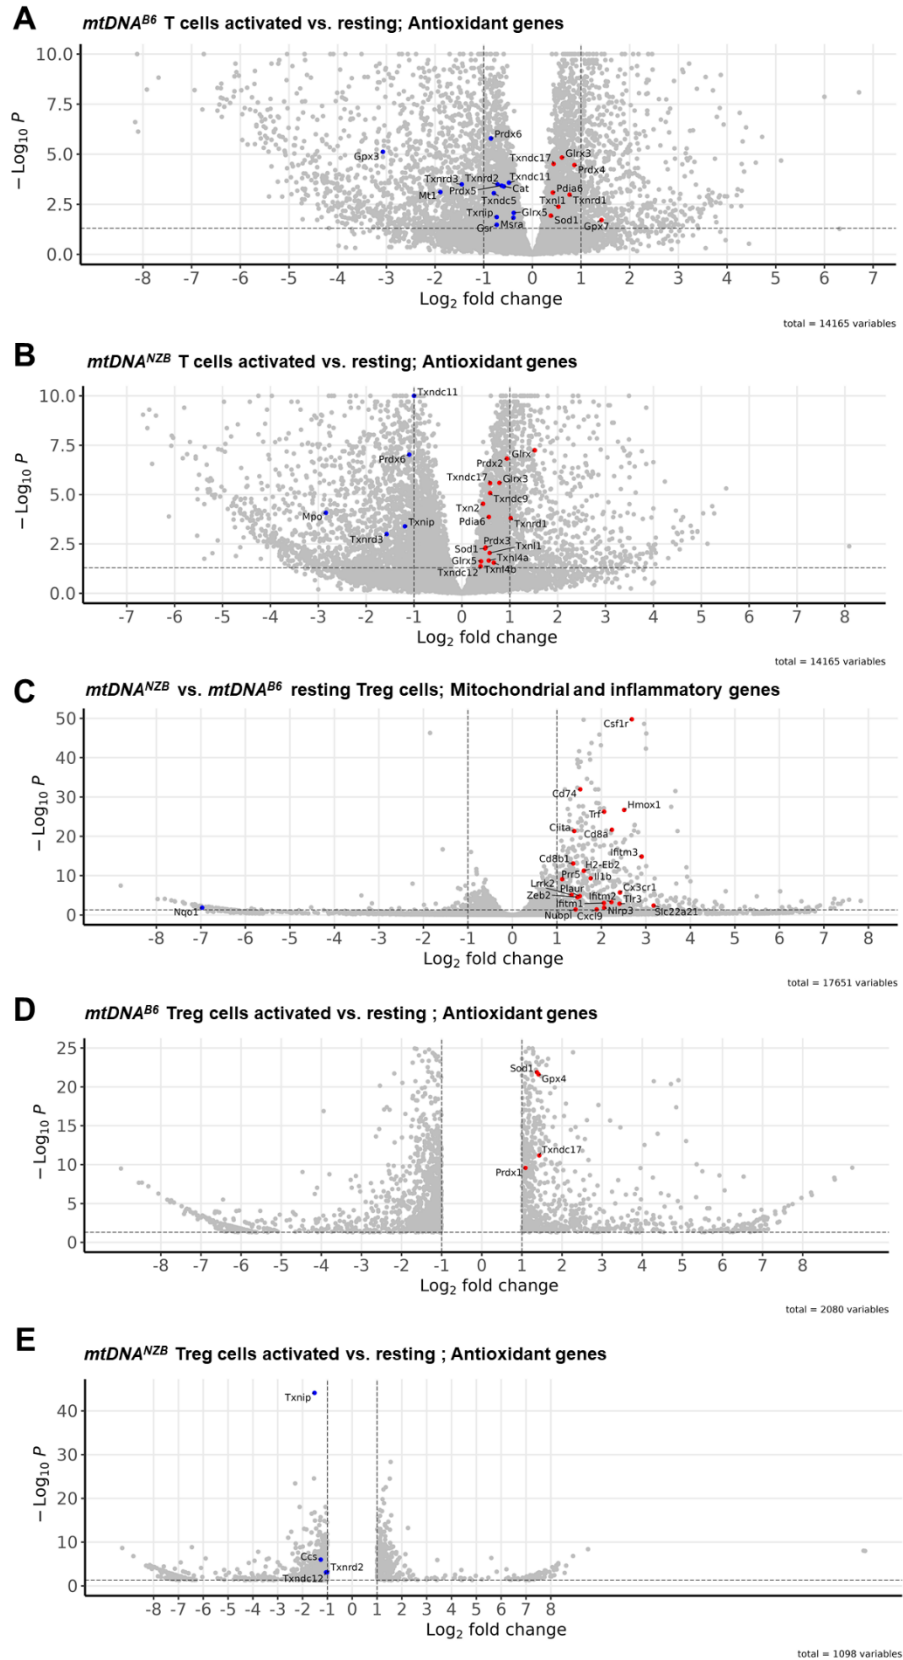

**Fig. S3. *mtDNA*<sup>B6</sup> and *mtDNA*<sup>NZB</sup> haplotypes modulate gene expression in activated Tconv and Treg CD4<sup>+</sup> cell, with antioxidant gene expression changes highlighted.**

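In the volcano plots of Tconv cells, each point is a gene, placed by its log2 fold change on activation and by the significance of that change. By adjusted p alone, without a fold cut-off, edgeR's quasi-likelihood test called 5448 genes in *mtDNA B6* and 5759 genes in *mtDNA NZB* Tconv CD4+ cells over the paper's 21 libraries, and 4958 and 5658 over all 24. The Treg panels were not analysed here.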

**(A-B)** Volcano plot of the genes significantly up- versus downregulated in activated **(A)** *mtDNA*<sup>B6</sup> and **(B)** *mtDNA*<sup>NZB</sup> Tconv CD4<sup>+</sup> cells, with all antioxidant genes labeled. **(C)** Volcano plot of the genes significantly up- versus downregulated in *mtDNA*<sup>B6</sup> vs. *mtDNA*<sup>NZB</sup> Treg cells, with all mitochondrial and inflammatory genes labeled. **(D-E)** Volcano plot of the genes significantly up- versus downregulated in activated **(D)** *mtDNA*<sup>B6</sup> and **(E)** *mtDNA*<sup>NZB</sup> Treg cells, with all antioxidant genes labeled. (n=3-5/ model). Red = upregulated, blue= downregulated.

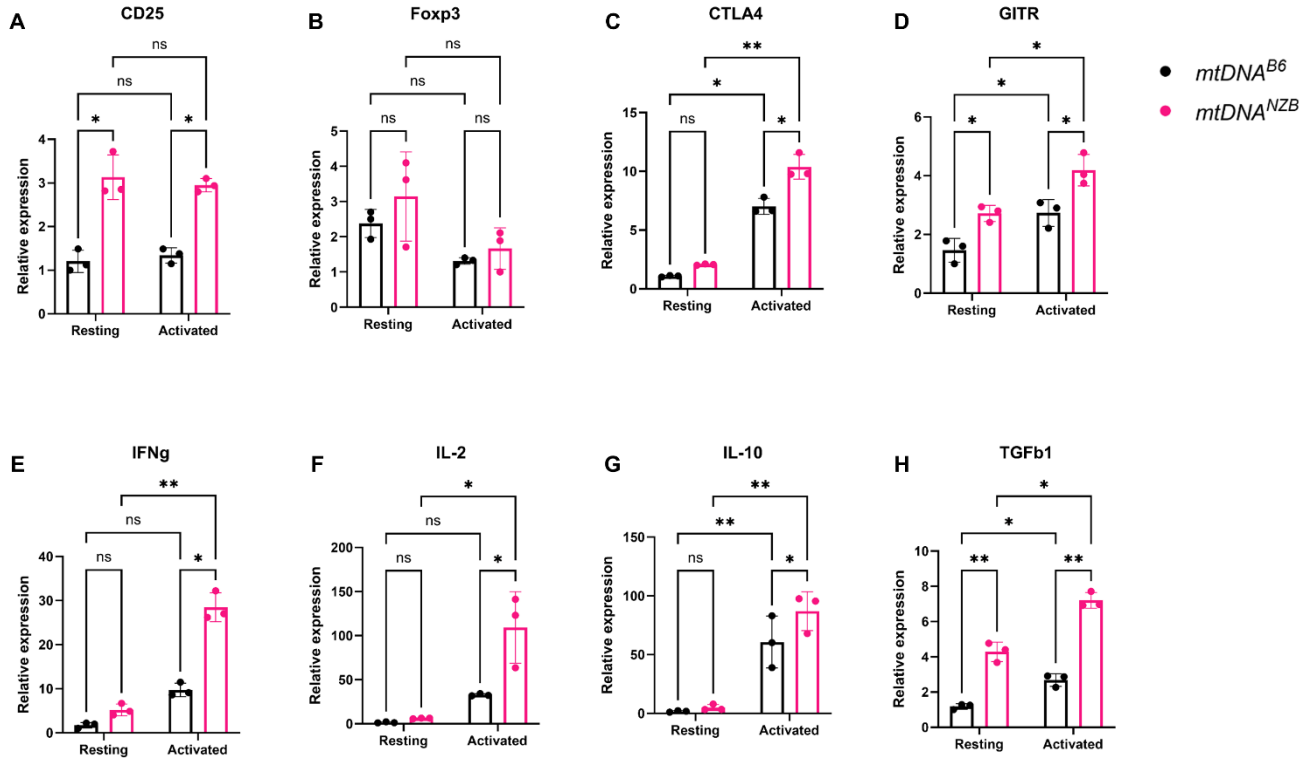

**Fig. S4. Reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) analysis of CD4<sup>+</sup> Tregs mRNA levels.** Tregs were isolated from *mtDNA*<sup>B6</sup> (black) and *mtDNA*<sup>NZB</sup> (pink) mice and cultured under resting conditions or activated for 2 hrs and their mRNA levels quantified by RT-qPCR. One-way ANOVA, ns, not significant, \*p<0.05 and \*\*p<0.01.

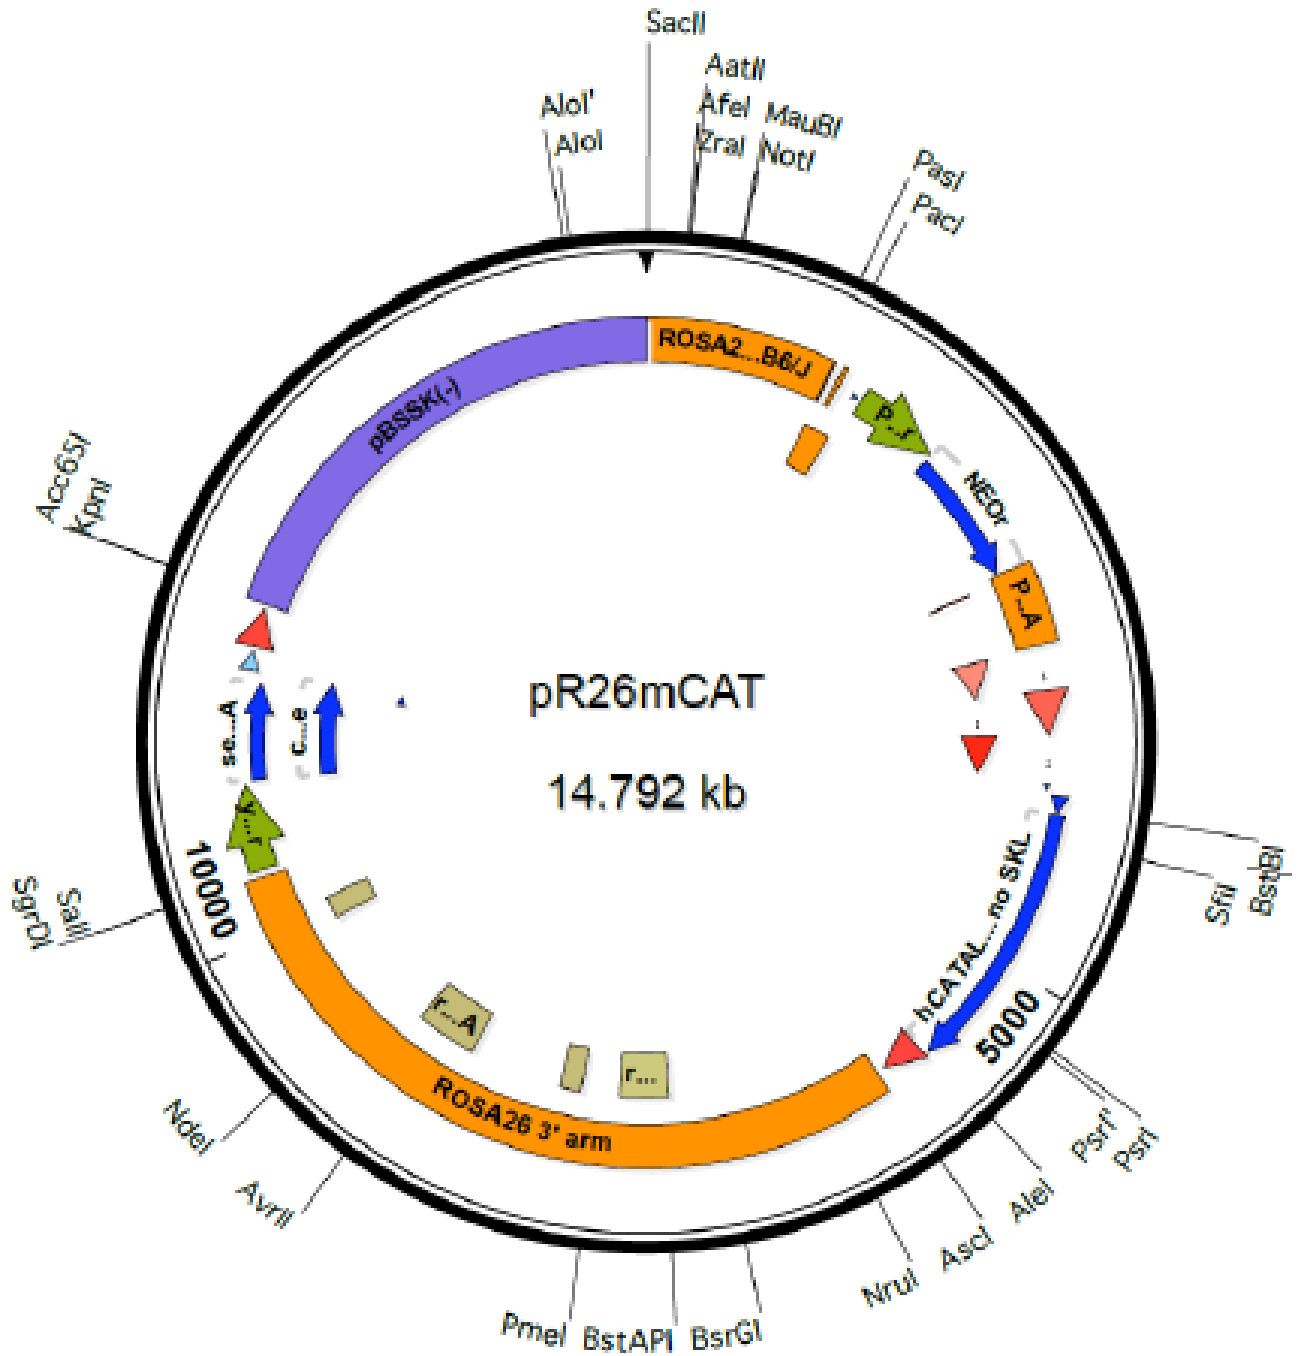

**Fig. S5. Structure of the *Rosa26-Stop<sup>fl</sup>-mCAT* plasmid.** Circular map of the Rosa26-LSL-mCAT targeting plasmid with the inserted elements described under “Mice” in Materials and Methods.

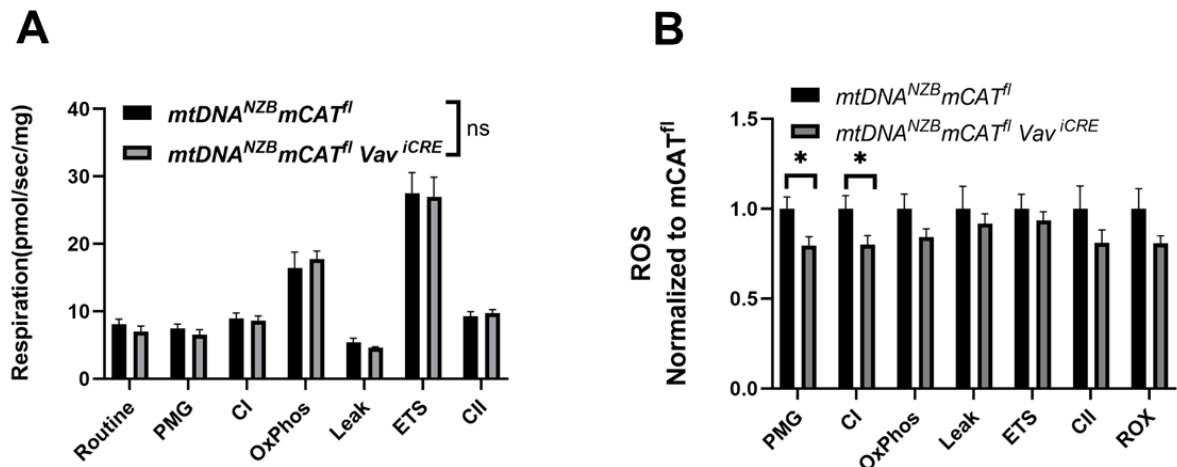

**Fig. S6. mCAT expression in the bone marrow decreases reactive oxygen species without affecting respiration.** Mitochondrial (A) respiration and (B) ROS production measured by the high-resolution respirometry, Oroboros O2k. Detailed respiration and ROS measurements made during routine, basal respiration; PMG, complex I-linked leak respiration; ADP, ADP stimulated; Suc, OXPHOS capacity with succinate; Olg, leak respiration with Oligomycin; FCCP, uncoupled mitochondria; Rot, rotenone inhibition of complex I inhibition demonstrating complex II-linked respiration; AA, antimycin A complex III inhibition demonstrating residual oxygen consumption. n = 5 per group, Mann-Whitney test for each state, \*P < 0.05.

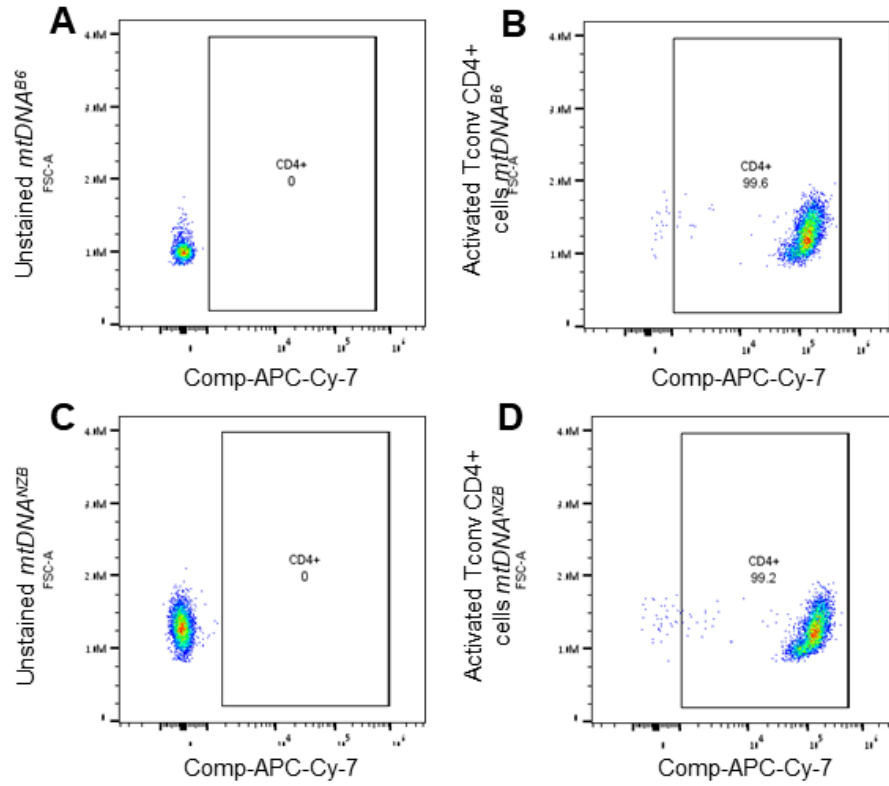

**Fig. S7. Gating analysis for isolated CD4<sup>+</sup> cells from *mtDNA*<sup>B6</sup> and *mtDNA*<sup>NZB</sup> mice.**

Flow cytometry analysis of Tconv CD4<sup>+</sup> cells was performed to assess CD4<sup>+</sup> expression in activated and resting conditions. APC-Cy7 was used to label the CD4<sup>+</sup> population.

The sequential gating strategy ensured accurate identification of CD4<sup>+</sup> cells. (A-B) CD4<sup>+</sup> expression in *mtDNA*<sup>B6</sup> Tconv cells. (A) Unstained, (B) CD4<sup>+</sup> staining for activated Tconv CD4<sup>+</sup> cells. (D-E) CD4<sup>+</sup> expression in *mtDNA*<sup>NZB</sup> Tconv cells. (D) unstained, (E) CD4<sup>+</sup> staining for activated Tconv CD4<sup>+</sup> cells.

**Dataset S1:** Yardeni T, Olali AZ, Chen HW, Wang L, Halton J, Zenab A, Morrow R, Butic A, Murdock DG, Waymire KG, MacGregor GR, Boursi B, Beier UH, Hancock WH, and Wallace DC. Data from " Mitochondrial DNA lineages determine tumor progression through T cell reactive oxygen signaling". GSE276714. Available at [www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276714](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276714). Deposited 5 September 2024.

**Dataset S2:** Yardeni T, Olali AZ, Chen HW, Wang L, Halton J, Zenab A, Morrow R, Butic A, Murdock DG, Waymire KG, MacGregor GR, Boursi B, Beier UH, Hancock WH, and Wallace DC. Data from " Mitochondrial DNA lineages determine tumor progression through T cell reactive oxygen signaling". GSE280896. Available at [www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280896](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280896). Deposited 1 November 2024.

**Dataset S3 (separate file). Structure of the *Rosa26-Stop<sup>f</sup>-mCAT* plasmid.** The complete annotated sequence of the Rosa26-LSL-mCAT construct.

How the deposited data were processed for this re-analysis (not part of the article)

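RNA of splenic Tconv CD4+ cells from *mtDNA B6* and *mtDNA NZB* mice, at rest or activated with CD3/CD28 beads, was measured in 24 libraries, 6 per haplotype and state. Only the Tconv libraries were analysed here, and the Treg libraries were not used. Samples were mapped to haplotype, state and replicate from the sample labels. 1 column of the count tables matched no sample and was not used.

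The counts were made by the authors before deposit. According to the paper, poly-A/T stretches and adapters were trimmed with cutadapt, reads under 30 bases were dropped, and the rest were mapped with STAR to 3′ UTR regions (1000 bases) of GRCm39 with Ensembl annotation and counted per gene with htseq-count. Reads of a gene with the same UMI were counted once and the UMI counts were corrected for saturation. The authors deposited these corrected counts, which are whole numbers not scaled to library size, and a second table of larger counts, which the paper's text does not describe separately and which was read as the counts before UMI deduplication. The corrected counts were used, and the second table served as an alternative. Its total divided by the UMI total, the reads per UMI, fell into 3 sets of 8 libraries, divided at the 2 widest gaps. The sets are groups of libraries made from the data and not conditions. Reading the 3′ end limits the counts to the last part of each transcript, so reads of genes that overlap there, or of close paralogs, can be divided between genes. The paper's text does not name strand in the counting. Of 75 named genes, 24 overlap another gene within the last 1000 bases, 12 of them a protein-coding gene.

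The tables list 55414 genes, of which 25030 had a count and 24820 of these were found in the GRCm39 annotation used for coordinates. Genes outside that annotation held 0.0272% of the UMI counts. Of the genes of Dataset S1, 17 were matched by identifier under another symbol. Libraries held from 51409 to 6449395 UMI counts, and a single count in the smallest library is worth far more after scaling than in the others, so its values of single genes carry a large counting error. Every pair of libraries within a group differed by more than the sampling noise (chi-square per degree of freedom of at least 2.97), so each library was counted as a replicate.

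Analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15. Libraries were scaled by TMM, low genes were removed by filterByExpr, and 4 groups were fitted together with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. Calls needed an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. No fold cut-off was used for antioxidant genes or for the interaction, which tests whether the response to activation differs between haplotypes. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. Each result was computed over the 21 libraries that match the mean counts of Dataset S1 and over all 24.

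The sample groups, the tests of each comparison, the cut-offs, the pathway lists, the rule for named genes and the alternatives, apart from 6, were set before the data were examined. The tests of marker genes on activation and at rest, of the correlation of genes with marker RNA, of the share of mitochondrially encoded transcripts and of *mt-Nd4* were chosen after the results were seen, as were the 4 marker lists that make up the score of other-cell RNA. The named genes are every gene the paper names for Tconv cells, the mitochondrially encoded genes, the marker genes, and for each comparison the 3 largest rises and 3 largest falls among called genes whose groups of libraries do not overlap and that reach a mean of 10 CPM in a group. For the difference between responses they are the 3 largest in each direction among genes at an adjusted p of at most 0.05. Predicted genes and clones without a gene symbol were skipped. One gene that the rule selects is not reported here. Markers were listed for T cell activation, T cell identity, CD8 T cells, Treg cells, B cells, myeloid cells, granulocyte precursors, neutrophils, erythroid cells, NK cells and platelets.

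The alternatives were DESeq2 with the paper's settings, median-of-ratios size factors, no filter and a stricter filter on low counts, a minimum for the largest count of a call, another fold cut-off, the second count table, fits of 12 libraries at a time, a replicate block by label number or by title number, thinning of every library to the smallest total, leaving out each library, the paper's 21 libraries, wider lists, limma's fry and an estimated inter-gene correlation. Added after the data were seen were DESeq2 over the paper's libraries with a largest count of at least 30, thinning to the second smallest total with the smallest library left out, a fit with the set of libraries by reads per UMI as a term, over 24 and over 21 libraries, the replicate block by label number over 21 libraries, and a mitochondrial list of the protein-coding genes of the OXPHOS complexes and the mitochondrial ribosome picked by symbol alone. The blocked fits compare resting and activated libraries of the same label number, of which there are 5 *mtDNA B6* and 4 *mtDNA NZB* pairs, or 3 *mtDNA NZB* pairs over 21 libraries.

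The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale. Over 24 libraries edgeR recovered 195 of 200 for activation in *mtDNA NZB* cells and 193 for the difference between responses among 10566 genes, with 7 and 10 false calls, and DESeq2 196 and 191, with 13 and 14. Over 21 libraries and 10826 genes edgeR recovered 191 and 179, with 14 and 10 false calls, and DESeq2 191 and 178, with 15 and 10. Every simulated gene had the same dispersion in all groups. Library sets, RNA of other cells and the wider spread of *mtDNA NZB* libraries were not simulated. The numbers recovered therefore say nothing about smaller changes or about these features of the data. For each count of calls, 60 splits of the libraries, the real one included, were drawn. Some rules for reading the tests were revised after first values had been seen. Splits came to be scored alike for both haplotypes and both directions. The reading of 4 tests, namely the correlation of the smallest library, the covariate fit of the genes with different responses, and the correlation of each of 2 gene sets with marker RNA, was changed from in favour of the explanation to open. So was that of the genes called in 1 haplotype only, and of the splits for genes different between activated cells, for genes with different responses over 24 libraries and for genes called in *mtDNA B6* cells only. The reading of the marker lists at rest over 24 libraries was changed from against the explanation to open. For the counts of inflammatory and antioxidant genes, whose lists come from the study of the same samples, the reading of the splits was changed from against chance to open. The tests on marker lists and on *mt-Nd4* were also redefined.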

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

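The tests of marker genes of other cells on activation and at rest, of the correlation of genes with marker RNA and of the share of mitochondrially encoded transcripts were chosen only after the result was seen, and so were the 4 marker lists that make up the score of other-cell RNA and the fits with the set of libraries by reads per UMI as a term. How the smallest library's correlation, the fit with marker RNA as a covariate and the correlations with marker RNA are read was revised after their values were seen, each time from in favour of the explanation to open, and so was that of the splits for the genes with different responses over 24 libraries. The replicate block over the paper's 21 libraries and the list of mitochondrial genes picked by symbol were also chosen then.

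Dixon's test was applied to 60 sets of values from 1 group of libraries each, and 10 had a library apart from the others, where chance gives about 1 in 20. Resting *mtDNA NZB* replicate 2, which the paper did not use, accounts for 6 of the 10. It held 51409 UMI counts, against 2642186 to 3662366 in the other resting *mtDNA NZB* libraries, and 7522 detected genes, against 15194 to 16495. Its share of counts on mitochondrially encoded genes was 1.36%, against 0.0162% to 0.0256%. The mean log2 CPM was 4.85 for the mitochondrial list (others 5.55 to 5.73) and 3.94 for the inflammatory list (others 5.21 to 5.45), and *Txn2* stood at 152 CPM (others 202 to 230). Low depth alone is argued against for the mitochondrially encoded share, since sampling its total from the highest other library gives at most 0.043% at the upper limit. For its distance from the other libraries low depth stays open. Its mean correlation with the unthinned libraries was 0.722, and those of the others thinned to its total ran from 0.742 in replicate 6 to 0.772 in replicate 4, above it by little. Why the share is higher was not tested, and no biological explanation was tested for a single library.

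Resting *mtDNA NZB* replicate 6, also unused, had a mean log2 CPM of other-cell markers of 8.83, against 5.09 to 5.78 in the other resting *mtDNA NZB* libraries and 5.78 to 8.13 in resting *mtDNA B6* libraries, and 309 CPM of *Prdx2*, against 136 to 166. In activated *mtDNA NZB* replicate 3 *Prdx2* stood at 396 CPM, against 245 to 300. In activated *mtDNA NZB* replicate 1, the smallest library that the paper used, 0.0274% of counts were on mitochondrially encoded genes, against 0.0051% to 0.0123%. For these 4 values the cause was not tested.

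Markers of other cells fell on activation in *mtDNA B6* cells over 24 libraries, with a median log2 fold change of −3.81 for myeloid cells, −5.53 for granulocyte precursors, −7.79 for neutrophils and −5.67 for erythroid cells. The paper does not report on these genes as markers. In *mtDNA NZB* cells the medians were −4.07, −4.94, −6.56 and −6.15, and over the paper's 21 libraries −3.71, −3.06, −3.11 and −3.72. T cell identity markers had medians of −0.22 and −0.15 over 24 libraries in *mtDNA B6* and *mtDNA NZB* cells, and activation markers 0.90 and 0.97. For the other lists the medians were 2.07 and 1.67 for CD8 T cells, 0.17 and 0.36 for Treg cells, −0.23 and −0.71 for B cells, 0.99 and 0.51 for NK cells and 2.67 and 2.23 for platelets. For 21 libraries they were 2.08 and 1.04 for CD8 T cells, 0.17 and 0.44 for Treg cells, −0.23 and −1.15 for B cells, 0.99 and 0.14 for NK cells and 2.66 and 2.28 for platelets. In *mtDNA B6* cells *Lyz2* went from 1401 to 17.8 CPM, *Ngp* from 1080 to 4.77 CPM, *Prtn3* from 431 to 6.28 CPM, *Hbb-bs* from 1157 to 24.4 CPM, *Ighm* from 10110 to 3448 CPM and *Igkc* from 7315 to 1260 CPM. The lists of NK cells, CD8 T cells and platelets, of 3, 2 and 2 genes, did not fall with the other lists over either set of libraries. They do not decide whether all other cells were lost equally. CD8 T cells carry the receptor that the beads engage, and the genes of the NK list went both ways. Over 24 libraries *Klrb1c* fell from 8.79 to 2.15 CPM in *mtDNA B6* and from 12 to 1.13 CPM in *mtDNA NZB* cells, whereas *Klrk1* and *Nkg7* rose in both haplotypes. The B cell list fell by over 1 in *mtDNA NZB* cells over 21 libraries and not in *mtDNA B6* cells. RNA from other spleen cells in the resting preparations remains a candidate explanation for the 4 lists that fell by over 1 in both haplotypes, a test that counted 4 lists. A fall of these genes within the T cells was not tested and stays open. Activated cells of both haplotypes average at least 10 CPM over 24 libraries for 4 of 8 myeloid and 1 of 5 granulocyte precursor markers. They do so for 0 of 5 neutrophil and 1 of 6 erythroid markers. The numbers are 8 of 10 for activation, 5 of 5 for T cell identity, 2 of 2 for CD8 and 3 of 4 for Treg markers. They are 9 of 9 for B cell, 2 of 4 for NK and 2 of 3 for platelet markers. Some markers reach 10 CPM in 1 haplotype only, such as *Ngp* (21.8 CPM) in activated *mtDNA NZB* cells. In activated *mtDNA B6* cells these include *Ctsg* (20.9 CPM) and *Hbb-bs* (24.4 CPM). *Il2ra* is in both the activation and the Treg list. The lists that the study picked from these libraries hold 1 myeloid, 1 granulocyte precursor, 1 activation, 3 T cell identity, 2 CD8, 1 Treg and 1 B cell marker.

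The response to activation differed between haplotypes in 113 genes over the paper's 21 libraries, with a higher response in *mtDNA NZB* cells for 95 of them. Over those libraries 1 of 60 splits, the real one, gave as many, which is the lowest share that 60 splits can give. This argues against chance, without adjustment for the other results tested by splits. By edgeR over all 24 libraries 0 genes passed, with 1512 at an unadjusted p under 0.05 (DESeq2 called 1 over 24 libraries, and 261 over the paper's 21 with a largest count of at least 30, chosen after the data were seen), and a count of 0 is reached by every split (60 of 60), so that the splits say nothing about chance there. With the mean of other-cell markers as a covariate 0 genes were called over the 21 libraries (edgeR), which meets what was predicted if RNA from other spleen cells were the cause. It is left open because that mean follows state and, at rest, haplotype, so the covariate takes up much of the contrast: the calls of activation in *mtDNA B6* cells went from 1989 to 758 with it. The 95 genes had a median Pearson correlation of 0.712 with other-cell marker RNA across the 6 resting *mtDNA B6* libraries (exact one-sided permutation test over 720 orders, p = 0.0292, adjusted over 8 relations 0.117; Spearman's rho 0.714, p = 0.0417, adjusted 0.167; random lists −0.20 to 0.16; without the 2 farthest libraries r = 0.615). Across the 6 resting *mtDNA NZB* libraries it was 0.486 (exact permutation p = 0.142, adjusted 0.196; rho 0.257, p = 0.264, adjusted 0.422; random lists −0.02 to 0.12), and 0.115 without the 2 farthest libraries, so there it rests on these. RNA from other spleen cells and an effect of haplotype cannot be told apart for these genes, because the marker RNA differs with both. A library batch stays open too. With the set of libraries by reads per UMI as a term 0 of the 113 genes were called over the 21 libraries (edgeR, smallest adjusted p 0.106), although all 113 kept their sign and an unadjusted p under 0.05, among 1783 such genes. The sets and haplotype cannot be told apart for these genes, because the sets are spread unevenly over the groups and the term raised the median standard error 1.19 times. A pairing of resting and activated libraries by mouse was not settled. With the label number as a replicate block 8 genes were called over the 21 libraries, 2 of them among the 113, and all 113 kept their sign and an unadjusted p under 0.05. Over 24 libraries all 113 kept their sign with the block, and 57 had an unadjusted p under 0.05 (55 in the paired libraries alone). Of the 8, *Mpo*, *Elane*, *Prtn3* and *Camp* are on the marker lists of granulocyte precursors and neutrophils, which leaves RNA from other spleen cells open for those 4.

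The mitochondrial list rose more in *mtDNA NZB* than in *mtDNA B6* cells, by a median of 0.26 over 24 libraries. The list comes from the study of the same samples, so its splits (2 of 60 over 24 libraries and 1 of 60 over 21 gave as large a median) do not exclude chance by themselves. Chance is argued against, without adjustment for the other results tested by splits, by 174 mitochondrial genes picked by symbol alone. For these, 2 of 60 splits over 24 libraries and 1 of 60 over 21, the real one included, gave as large a median as theirs (0.303 and 0.346). The 40 of them that Dataset S1 does not hold had medians of 0.346 and 0.38. Library depth is argued against by a median of 0.216 after thinning to the smallest library (0.167 for the 68 genes picked by symbol that were then tested, and −0.04 for the 11 of these outside Dataset S1, and with the smallest library left out and the rest thinned to the second smallest 0.314 and 0.337). A larger response of all genes is argued against by a median of 0.29 (24 libraries, random lists −0.02 to 0.08) and 0.32 (21 libraries, random lists −0.07 to 0.04) after the slope of the *mtDNA NZB* on the *mtDNA B6* response was removed. RNA from other spleen cells is argued against by medians of 0.248 over 24 and 0.274 over 21 libraries with marker RNA as a covariate. The covariate moved the number of mitochondrial genes raised in *mtDNA B6* cells from 6 to 27 over 24 libraries and from 6 to 11 over 21. In *mtDNA NZB* cells it moved that number from 41 to 69 and from 53 to 58. The list was correlated with the marker RNA by 0.306 in *mtDNA B6* (p = 0.107, adjusted 0.196; rho 0.314, p = 0.106, adjusted 0.211; without the 2 farthest libraries 0.189) and 0.045 in *mtDNA NZB* resting libraries (p = 0.629, adjusted 0.629; rho −0.029, p = 0.594, adjusted 0.643; without them −0.184), by exact permutation. A library batch, in the form of the sets of libraries by reads per UMI, is argued against as the whole cause by medians of 0.254 over 24 and 0.3 over 21 libraries with the set as a term. Set 2, the only one with all 4 groups, gave 0.124 over 24 and 0.122 over 21 libraries from 1 activated *mtDNA B6* and 1 resting *mtDNA NZB* library, so that part of the difference may follow the sets. Among the alternatives run, the lowest medians came with the label number as a replicate block, 0.159 over 24 libraries, 0.151 in the paired libraries alone and 0.186 over 21, and each passed camera. GC content, gene length and other batches were not tested. An effect of haplotype is a hypothesis that stays open, and with an estimated inter-gene correlation the list test did not pass.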

How the results depend on the processing

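Of the alternatives, DESeq2 over the paper's libraries with a largest count of at least 30, thinning to the second smallest total without the smallest library, the set of libraries by reads per UMI as a term, over 24 and over 21 libraries, the replicate block by label number over 21 libraries and the mitochondrial list picked by symbol were chosen after the values were seen. The medians of the mitochondrial list stayed above 0 in each haplotype and in their difference under every alternative run, and the counts of activation calls were larger in *mtDNA NZB* than in *mtDNA B6* cells under every alternative run. The number of genes differing between resting cells, and the number with different responses, depended on the libraries. Thinning and fewer libraries lower counts by their construction. Where not stated, the cause was not tested.

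Over the paper's libraries 323 genes differed at rest and 113 in response (edgeR, 107 and 0 over 24 libraries), 5 mitochondrial genes were lowered in *mtDNA NZB* cells (8 over 24), and the median differences in response were −0.025 for the inflammatory list (0.075 over 24) and 0.273 for the antioxidant list (0.135 over 24), which then passed. *Prr5l* rose by 0.234 in *mtDNA NZB* cells (−0.115 over 24).

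With DESeq2 610 genes were called in *mtDNA B6* cells only (342 in edgeR), 71 at rest and 1 in response, and *Prdx2* had a log2 fold change of 0 in *mtDNA B6* cells (0.002 in edgeR, −0.001 with median-of-ratios factors, −0.006 with 12 libraries). Without a filter 3200 genes changed in *mtDNA B6* cells, 1075 in *mtDNA B6* cells only and 1465 in *mtDNA NZB* cells only. Without the fold cut-off 4958 genes changed in *mtDNA B6* cells, 5658 in *mtDNA NZB* cells, 3962 in both, 992 in *mtDNA B6* only and 1692 in *mtDNA NZB* only, and 292 differed at rest. Mitochondrial genes then numbered 137 raised and 15 lowered in *mtDNA B6* and 174 raised and 15 lowered in *mtDNA NZB* cells, inflammatory genes 31 raised and 30 lowered in *mtDNA B6* and 30 raised and 38 lowered in *mtDNA NZB* cells, and with a fold cut-off added the antioxidant genes numbered 4 raised and 3 lowered in *mtDNA B6* and 4 raised and 4 lowered in *mtDNA NZB* cells. The second count table gave 27 genes at rest. With only 12 libraries in each fit, 549 genes were called in *mtDNA B6* only, 0 at rest, 5 mitochondrial genes were lowered in *mtDNA NZB* cells, and the inflammatory median in *mtDNA NZB* cells was 0.062 (−0.066 over 24 libraries).

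Raised calls at rest were 66.4% of those called over 24 libraries (71 raised and 36 lowered), 76.1% with DESeq2 (54 and 17), 66.7% with median-of-ratios factors (62 and 31), 70.4% with the second count table (19 and 8) and 15.8% over the paper's libraries (51 and 272). No scaling moved the median of all genes outside −0.07 to 0.02.

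The paper states that isolated T cells were divided into resting and activated cells, so that libraries of the same label number may come from the same mouse, which the labels and the paper's text do not state. Their deviations from the group means gave correlations of −0.158 to 0.253 in 9 pairs, with 3 above 0.1, which leaves the pairing open. A replicate block by label number gave 565 genes in *mtDNA NZB* only, 24 mitochondrial genes raised and 5 lowered in *mtDNA NZB* cells, an inflammatory median of 0.042 in *mtDNA NZB* cells, and log2 fold changes in *mtDNA NZB* cells of 0.589 for *Bcl2l11* (−0.12 without it) and −0.005 for *Glrx5* (0.199 without it). In paired libraries alone the block gave 578, 23, 5, 0.039, 0.583 and −0.011 for these. The median difference of the mitochondrial list was 0.159 with the block and 0.151 in paired libraries alone (0.262 without it), and passed in both. The block over the paper's libraries gave 545 genes in *mtDNA B6* only and 751 in *mtDNA NZB* only (408 and 1141 without it), 8 genes in response (113), 31 mitochondrial genes raised (53) and 4 lowered (5) and 4 antioxidant genes lowered (6) in *mtDNA NZB* cells, median differences of 0.186 (mitochondrial), −0.037 (inflammatory) and 0.267 (antioxidant, which passed), and in *mtDNA NZB* cells 0.96 for *Bcl2l11* and 0.047 for *Prr5l*. The blocked fits use the paired libraries alone for a response, so that fewer libraries enter it. The block by title number gave 37 genes at rest.

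Thinned to the smallest library, 180 genes changed in *mtDNA B6*, 260 in *mtDNA NZB*, 151 in both, 29 in *mtDNA B6* only and 109 in *mtDNA NZB* only, and 2 differed at rest. There were 3 mitochondrial genes raised and 0 lowered in *mtDNA B6* cells and 10 raised and 0 lowered in *mtDNA NZB* cells by edgeR. Inflammatory genes numbered 3 raised and 2 lowered in *mtDNA B6* and 4 raised and 3 lowered in *mtDNA NZB* cells, and antioxidant genes 2 raised and 4 lowered in *mtDNA B6* and 2 raised in *mtDNA NZB* cells. The median differences in response were −0.083 (inflammatory) and −0.054 (antioxidant), and the Txn2 log2 fold change in B6 cells was −0.186 (0.121 at full depth). Thinned to the second smallest library, 1122 genes changed in *mtDNA B6*, 1615 in *mtDNA NZB*, 908 in both and 214 in *mtDNA B6* only, 49 differed at rest, 3 mitochondrial genes were lowered in *mtDNA NZB* and 7 antioxidant genes raised in *mtDNA B6* cells. The inflammatory median was 0.005 in *mtDNA B6* cells and −0.024 for the difference, and *Txnl4a* had −0.161 in *mtDNA B6* cells (0.103 at full depth).

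The wider mitochondrial list had 20 genes raised in *mtDNA B6* cells, and the wider inflammatory list 28 lowered in *mtDNA B6* and 37 in *mtDNA NZB* cells. The 174 mitochondrial genes picked by symbol had 3 lowered in *mtDNA B6* cells over 24 and over 21 libraries, and 2 and 1 lowered in *mtDNA NZB* cells (6, 7, 8 and 5 in the study's list), and medians of 0.405 in *mtDNA B6* cells, 0.738 in *mtDNA NZB* cells and 0.303 for the difference over 24 libraries and 0.407, 0.784 and 0.346 over 21, each of which passed. With the inter-gene correlation estimated from the data, the mitochondrial medians of 0.324 in *mtDNA B6*, 0.623 in *mtDNA NZB* and 0.262 for the difference no longer passed after adjustment over 7 tests. DESeq2 over the paper's libraries with a largest count of at least 30 gave 613 genes in *mtDNA B6* only, 264 at rest, 3 in activated cells and 261 in response, 4 mitochondrial genes lowered in *mtDNA NZB* cells, median differences of −0.02 (inflammatory) and 0.269 (antioxidant), and in *mtDNA NZB* cells 0.253 for *Prr5l* and 0.024 for *mt-Nd1* (−3.40 over 24 libraries).

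With the set of libraries by reads per UMI as a term, 1 gene differed at rest over 24 libraries and 11 mitochondrial genes were raised in *mtDNA B6* cells (6 without it). For the paper's libraries the term gave 212 genes at rest and 0 in response (113 without it), 3 mitochondrial genes lowered in *mtDNA B6* cells (7) and 5 in *mtDNA NZB* cells (5), inflammatory medians of 0.054 in *mtDNA B6* cells and −0.13 for the difference, and an antioxidant difference of 0.289, which passed. Over 24 and 21 libraries the log2 fold changes in *mtDNA NZB* cells were 0.117 and 0.093 for *Bcl2l11* (−0.12 without it) and 0.249 and 0.375 for *Prr5l* (−0.12), those in *mtDNA B6* cells 0.046 and 0.062 for *Rictor* (−0.25) and −0.091 and −0.058 for *Txndc12* (0.065 without it over 24), and over 21 libraries 0.004 for *Tnf* in *mtDNA NZB* cells (−0.08). The sets are spread unevenly over the groups, and the term raised the standard errors.

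Single genes the paper names gave 88 log2 fold changes over 24 libraries. Apart from those of reversed sign, given above or below, 74 kept their side of the adjusted p of 0.05 over the paper's libraries, with 9 newly past it and 4 no longer, the fold cut-off aside. The numbers were 79, 0 and 8 with DESeq2, 87, 0 and 0 with median-of-ratios factors, 83, 1 and 4 without a filter and with the block by title number, 85, 2 and 1 with at least 30 counts, 80, 0 and 8 with the second count table, 73, 2 and 11 with either block by label number over 24 libraries, 70, 7 and 9 with that block over 21, 74, 9 and 3 with the added DESeq2 setting, and 74, 4 and 6 over 24 and 65, 7 and 11 over 21 libraries with the set term. Fits of 12 libraries gave 77 of the 88 values (70, 2 and 4), thinning to the smallest library 10 (4, 0 and 5) and to the second smallest 64 (48, 0 and 15), since their filters removed the other genes. With 1 library left out, 81 to 87 kept their side. Calls, which need the fold cut-off too except for antioxidant genes, moved in other genes. With the paper's libraries 71 calls were kept, 12 were new and 4 were lost, and *Ndufaf2* (0.86 to 1.09), *Mrps11* (0.92 to 1.08), *Timm50* (0.98 to 1.07) and *Etfb* (0.98 to 1.25) crossed the fold cut-off in *mtDNA NZB* cells at an adjusted p under 0.05 in both. The numbers of calls were 82, 0 and 5 with DESeq2, 87, 0 and 0 with median-of-ratios factors, 84, 1 and 3 without a filter, 84, 3 and 1 with at least 30 counts, 83, 0 and 5 with a largest count of 30, 81, 2 and 5 with the second count table, 83, 2 and 3 with the block by title number, 74, 1 and 11 with the block by label number over 24 libraries, 73, 1 and 12 in the paired libraries alone and 68, 8 and 10 over 21, 66, 12 and 8 with the added DESeq2 setting, and 73, 5 and 6 over 24 and 62, 12 and 9 over 21 libraries with the set term. Fits of 12 libraries gave 70, 2 and 4, thinning to the smallest library 4, 0 and 5 and to the second smallest 51, 2 and 10, and 79 to 87 calls were kept with 1 library left out. No difference in response was computed in fits of 12 libraries, since each holds 2 groups, and none between haplotypes under the blocks by label number, since no label number is shared between haplotypes. Limma's fry kept the calls of the mitochondrial list in each haplotype and in their difference over 24 and over 21 libraries and, after adjustment over the 7 list tests, made none for the other lists (smallest adjusted p 0.321 over 24 and 0.0832 over 21, both for the antioxidant difference).

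With each library left out in turn, genes differing at rest ran from 0 (resting *mtDNA B6* replicate 4 or resting *mtDNA NZB* replicate 5) to 289 (resting *mtDNA NZB* replicate 6). They were 2, 6 and 18 without resting *mtDNA B6* replicates 1, 3 and 5, 69 without replicate 6, and 187, 181 and 162 without resting *mtDNA NZB* replicates 1, 3 and 4. Genes in activated cells ran from 0 to 1 (resting *mtDNA NZB* replicate 2) and genes with different responses from 0 to 1 (activated *mtDNA B6* replicate 5 or activated *mtDNA NZB* replicate 6). Mitochondrial genes raised in *mtDNA B6* cells ran from 5 to 11 (resting *mtDNA B6* replicate 5). The inflammatory medians ran from −0.069 to 0.02 in *mtDNA B6* cells, above 0 without resting *mtDNA B6* replicates 1, 3 or 6 or resting *mtDNA NZB* replicate 2, from −0.109 to 0.031 in *mtDNA NZB* cells, above 0 without resting *mtDNA NZB* replicate 1 or activated *mtDNA NZB* replicates 1, 3 or 5, and from −0.025 (resting *mtDNA NZB* replicate 6) to 0.11 for the difference. The antioxidant difference ran from 0.039 to 0.259 and passed without resting *mtDNA NZB* replicate 6. In *mtDNA NZB* cells *Fads2* ran from −0.02 (resting replicate 1) to 1.61 (resting replicate 6), *Bcl2l11* from −0.289 to 0.183, above 0 without resting replicates 5 or 6 or activated replicate 5, and *Prr5l* from −0.399 to 0.17, above 0 without resting replicates 1 or 4 or activated replicate 6. In *mtDNA B6* cells *Prdx2* ran from −0.068 to 0.108, below 0 without resting replicates 2, 3 or 6 or activated replicates 2 or 5. Depth limits the smallest library, and thinning to its total left few genes to test.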

Differences from the paper's values

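Dataset S1 gives log2 fold changes of activation in *mtDNA NZB* cells, and 14 of these and 2 counts differed from the values found here over 24 libraries, by more than 1 standard error or in sign for a fold change and by over 1.5 times for a count. DESeq2 over the paper's libraries with a largest count of at least 30 was an alternative chosen after seeing the values, and of the paper's 101 *mtDNA B6* and 145 *mtDNA NZB* genes of all pathways it drops 0 and 2, and of its 27 and 23 antioxidant genes 1 and 1. Thinning to the second smallest library, also chosen after seeing the values, drops 4 *mtDNA B6* and 26 *mtDNA NZB* genes and leaves 22 and 7 untested, and of the antioxidant genes drops 7 and 5. The set of libraries by reads per UMI as a term, also chosen after seeing the values, drops 11 *mtDNA B6* and 21 *mtDNA NZB* genes over 24 libraries and 10 and 4 over 21, and of the antioxidant genes 8 and 3 over 24 and 9 and 1 over 21. The replicate block over the paper's libraries, also chosen after seeing the values, drops 4 *mtDNA B6* and 44 *mtDNA NZB* genes and leaves 1 *mtDNA B6* gene untested, and of the antioxidant genes drops 0 and 5.

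Antioxidant genes lowered in *mtDNA NZB* cells numbered 7 here, and the paper's count is 4. Of the alternatives set before the data were examined, the count came within 1.5 times over the paper's libraries (6), with at least 30 counts in a library (6), with a fold cut-off (4), with 12 libraries in each fit (5), thinned to the smallest library (5) and with each of 13 of the 24 libraries left out (6). It did not with DESeq2, median-of-ratios factors, no filter, a largest count of 30, or the 3 replicate blocks (7 each) or the second count table (8), nor with thinning to the second smallest library (9), chosen after seeing the values. The added DESeq2 setting, chosen after seeing the values, gave 5, and the set term, chosen after seeing the values, 6 over 24 and 5 over 21 libraries. The replicate block over the paper's libraries, chosen after seeing the values, gave 4. Antioxidant genes raised in *mtDNA B6* cells numbered 11, and the paper's count is 7. The count came within 1.5 times with DESeq2, a largest count of 30 and the second count table (10 each) and with 6 of 24 libraries left out in turn (10 each), and did not over the paper's libraries (12), with a fold cut-off (4), thinned to the smallest library (2), or with median-of-ratios factors, no filter, at least 30 counts, 12 libraries or the replicate blocks (11 each). Thinning to the second smallest library, chosen after seeing the values, gave 7, the set term, chosen after seeing the values, gave 9 over 24 and 8 over 21 libraries, the added DESeq2 setting, chosen after seeing the values, gave 11, and the block over the paper's libraries, chosen after seeing the values, 12. Dataset S1 itself holds 12 raised and 15 lowered in *mtDNA B6* cells and 18 raised and 5 lowered in *mtDNA NZB* cells at that adjusted p, which is not the paper's text.

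For single genes in *mtDNA NZB* cells, the paper's value is given after the value found here over 24 libraries. *Ndufaf2* had 0.86 against the paper's 1.09, *Etfb* 0.98 against 1.27, *Glrx5* 0.20 against 0.40, *Fads2* 0.28 against 1.56, *Cd8b1* 1.44 against 0.769, *Prr5l* −0.12 against 0.253, *Prdx2* 0.66 against 0.94 and *Glrx* 1.10 against 1.52. For these 8 genes, of the alternatives set before the data were examined, the paper's libraries brought the value within 1 standard error of the paper's, to 1.09, 1.25, 0.39, 1.52, 0.78, 0.23, 0.93 and 1.51. Leaving out resting *mtDNA NZB* replicate 6 alone did so for *Ndufaf2* (0.98), *Etfb* (1.16), *Glrx5* (0.36), *Fads2* (1.61), *Prdx2* (0.89) and *Glrx* (1.54). Leaving out activated *mtDNA NZB* replicate 6 did so for *Cd8b1* (0.99), *Prr5l* (0.15) and *Glrx5* (0.27), resting *mtDNA NZB* replicate 2 (1.07) or activated *mtDNA NZB* replicate 4 (1.05) for *Etfb*, resting *mtDNA NZB* replicate 1 (0.17) or 4 (0.13) for *Prr5l*, and resting *mtDNA B6* replicate 3 (0.23) or 6 (0.23) for *Glrx5*. The other pre-set alternatives that gave a value did not. The added DESeq2 setting, chosen after seeing the values, gave 1.09, 1.27, 0.40, 1.56, 0.77, 0.25, 0.94 and 1.52, and thinning to the second smallest library, chosen after seeing the values, came within the paper's value for *Ndufaf2* (0.97), *Etfb* (1.11) and *Glrx5* (0.31). The set term, chosen after seeing the values, came within it for all 8 over 21 libraries (1.09, 1.27, 0.38, 1.61, 0.82, 0.38, 0.94 and 1.55), and over 24 libraries for *Etfb* (1.11), *Glrx5* (0.24) and *Prr5l* (0.25), not for the other 5. The replicate block over the paper's libraries, chosen after seeing the values, came within it for *Ndufaf2* (0.94), *Etfb* (1.12), *Fads2* (1.51), *Cd8b1* (0.78), *Prr5l* (0.05), *Prdx2* (0.88) and *Glrx* (1.49), not for *Glrx5* (0.25).

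*Cox7a2* had 0.99 against the paper's 1.59, and came within it over the paper's libraries (1.61), with the 3 replicate blocks (1.36, 1.35 and 1.11) and without resting *mtDNA NZB* replicate 6 (1.47), not with the other pre-set alternatives. *Hk2* had 0.54 against the paper's 1.03, and came within it over the paper's libraries (1.01), with the second count table (0.71), with the 2 replicate blocks by label number (0.62 and 0.61) and without resting *mtDNA NZB* replicate 6 (0.90), not with the others. *Pcx* had 1.34 against the paper's 1.77, and came within it over the paper's libraries (1.75), with DESeq2 (1.34), with the second count table (2.12) and without resting *mtDNA NZB* replicate 3 (1.44) or 6 (1.57) or activated *mtDNA NZB* replicate 3 (1.48) or 6 (1.52), not with the others. *Mrps11* had 0.92 against the paper's 1.09, and came within it over the paper's libraries (1.08), with DESeq2 (0.92), no filter (0.93), at least 30 counts (0.94), 12 libraries (0.91) and 7 of the 24 libraries left out in turn (0.95 to 1.02), not with median-of-ratios factors, the second count table, the blocks or the other libraries left out. *Txnl1* had 0.41 against the paper's 0.58, and came within it over the paper's libraries (0.57), with DESeq2, median-of-ratios factors, no filter, at least 30 counts, the second count table, 12 libraries and 15 of the 24 libraries left out in turn (0.41 to 0.53), not with the 3 replicate blocks or the other 9 left out. *mt-Nd1* had −3.40 against the paper's 0.0178, and differed from it under every pre-set alternative, in sign (−0.10) over the paper's libraries. The added DESeq2 setting, chosen after seeing the values, gave 1.59 for *Cox7a2*, 1.03 for *Hk2*, a Pcx log2 fold change of 1.78, 1.09 for *Mrps11*, 0.58 for *Txnl1* and 0.02 for *mt-Nd1*. Thinning to the second smallest library, chosen after seeing the values, came within the paper's value for *Mrps11* (0.93) and *Txnl1* (0.42). The set term, chosen after seeing the values, came within it over 21 libraries for *Cox7a2* (1.61), *Hk2* (1.10), *Pcx* (1.71), *Mrps11* (1.10) and *Txnl1* (0.58), over 24 for *Cox7a2* (1.16), *Hk2* (0.84), *Mrps11* (0.92) and *Txnl1* (0.45), and for *mt-Nd1* in neither (−0.04 and −2.42). The replicate block over the paper's libraries, chosen after seeing the values, came within it for *Hk2* (1.31) and *Txnl1* (0.56), not for *Cox7a2* (2.29), *Pcx* (1.17), *Mrps11* (0.89) or *mt-Nd1* (−0.04).

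For genes changed by activation in both haplotypes the paper's count is 1142 and 1526 were found here, for genes changed by activation in B6 only they are 512 and 342, and for genes changed by activation in NZB only 928 and 948, each pair within 1.5 times. The paper names *Pcx*, *Nos2*, *Cox7a1*, *Mx1*, *Mx2* and *Cx3cr1* as changed in *mtDNA B6* cells alone, and over its 21 libraries they were called in both haplotypes. Over 24 libraries so were *Cd8b1* and *Oas1a*, while *mt-Nd1* was called in *mtDNA NZB* cells and not in *mtDNA B6* cells. With the replicate block by label number over 24 libraries *mt-Nd1* was called in *mtDNA B6* cells and not in *mtDNA NZB* cells, and *Pcx* was not called in *mtDNA NZB* cells with that block, nor with it over 21 libraries, chosen after seeing the values. A largest count of at least 30 over 24 libraries left *Pcx*, *Mx1*, *Mx2*, *Cx3cr1* and *Oas1a* without a call in *mtDNA NZB* cells, and the added DESeq2 setting, chosen after seeing the values, left these, *Cox7a1*, *Cd8b1* and *mt-Nd1* without one. Nor was *Oas1a* called there with DESeq2, no filter, the second count table, the block by title number or 4 of the 24 libraries left out in turn, *Cd8b1* without activated *mtDNA NZB* replicate 6, or *mt-Nd1* with 12 libraries, in paired libraries alone, with the block by title number or 4 libraries left out in turn. The set term over 21 libraries and the block over 21, both chosen after seeing the values, called none of these 3 there, and the set term over 24 libraries, chosen after seeing the values, did not call *mt-Nd1*. The call of *mt-Nd1* in *mtDNA B6* cells was made over the paper's libraries, with 12 libraries, in paired libraries alone and without resting *mtDNA NZB* replicate 2, and by the added DESeq2 setting and the block over 21 libraries, both chosen after seeing the values. Of the 14 genes named as raised in *mtDNA NZB* cells alone, 13 were called over 21 libraries and 6 over 24. Of the 8 not called over 24, the paper's libraries called all but *Mrpl16*, which the second count table called. Further pre-set alternatives called *Cox7a2* (no filter, or 3 of the 24 libraries left out in turn), *Mrps11* (without resting *mtDNA NZB* replicate 3), *Timm50* (at least 30 counts, or 6 left out in turn), *Etfb* (the block by title number, or 5 left out in turn) and *Fads2* (without resting *mtDNA NZB* replicate 6). The set term, chosen after seeing the values, called all 8 over 21 libraries and *Cox7a2*, *Etfb* and *Timm50* over 24. The added DESeq2 setting, chosen after seeing the values, called all but *Fads2*, thinning to the second smallest library, chosen after seeing the values, *Etfb* and *Timm50*, and the block over 21 libraries, chosen after seeing the values, *Cox7a2*, *Etfb*, *Fads2* and *Hk2*. The antioxidant genes *Txnl4a*, *Txnl4b* and *Glrx5*, not called in *mtDNA NZB* cells over 24 libraries, were called there over the paper's libraries, *Txnl4a* also with at least 30 counts, the block by title number or 7 libraries left out in turn, and *Txnl4b* without resting *mtDNA NZB* replicate 2. The added DESeq2 setting and the set term over 21 libraries, both chosen after seeing the values, called all 3, and the block over 21 libraries, chosen after seeing the values, *Txnl4a*. Inflammatory genes are described as down-regulated on activation with reference to Fig. 3 B and C, which show genes changed in 1 haplotype only. Among all genes of the inflammatory list, those changed in both haplotypes included, 16 rose and 17 fell in *mtDNA B6* cells over 24 libraries. In *mtDNA NZB* cells 18 rose and 21 fell. The paper states that activated cells differ between haplotypes and refers for this to the numbers of genes changed by activation (Fig. 3 *A*). In the direct comparison of activated cells, which is another measure, edgeR called 0 genes over either set, with 1068 over 21 libraries and 327 over 24 at an unadjusted p under 0.05, and DESeq2 called 0 over 24 libraries. Leaving out resting *mtDNA NZB* replicate 2 gave 1 gene, and the added DESeq2 setting, chosen after seeing the values, gave 3.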

Other observations

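The tests of *mt-Nd4*, of marker lists at rest, of the correlation of antioxidant genes with marker RNA and of the set of libraries by reads per UMI were chosen only after the result was seen, as was the list of mitochondrial genes picked by symbol. How the genes called in 1 haplotype only, the splits for genes in activated cells and in *mtDNA B6* cells only, the counts of inflammatory and antioxidant genes, and the marker lists at rest over 24 libraries are read was revised after their values were seen.

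More genes were called in *mtDNA NZB* cells only than in *mtDNA B6* cells only. Library depth is argued against by 109 genes in *mtDNA NZB* cells only, against 29 in *mtDNA B6* cells only, after thinning every library to the smallest total. A library batch stays open. With the set of libraries by reads per UMI as a term, 946 genes were called in *mtDNA NZB* cells only and 294 in *mtDNA B6* cells only over 24 libraries. Set 1 holds 5 activated and 0 resting *mtDNA B6* libraries, so the sets largely follow activation in *mtDNA B6* cells. The term raised the median standard error of activation 1.305 times in *mtDNA B6* and 1.046 times in *mtDNA NZB* cells, which can itself lower the *mtDNA B6* calls. A smaller replicate spread in *mtDNA NZB* cells is argued against, since the median SD within groups was 1.43 times that of *mtDNA B6* cells in the paper's libraries and 2.36 times over all libraries. The fit shares 1 dispersion per gene over the 4 groups. Whether the larger spread in *mtDNA NZB* cells added calls there was not tested and stays open. Chance is argued against for the count in *mtDNA NZB* cells only (2 of 60 splits, the real one included). For that in *mtDNA B6* cells only the splits decide nothing, because in each split the larger of both counts was compared with it (60 of 60 splits). Cut-offs that divide similar responses stay open. Over 21 libraries 2.97% of the genes called in 1 haplotype only passed the test of the difference, but 579 of the 1141 genes called in *mtDNA NZB* cells only had an unadjusted p under 0.05 in it, against 2022 of all 10826 genes. Over 24 libraries these were 419 of 948 and 1512 of 10566, and 0 genes of any kind passed (edgeR, 1 by DESeq2), so the share that passed decides nothing. The genes were also chosen by the calls. A difference of haplotype stays open.

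Chance is argued against for the counts of genes changed by activation in *mtDNA B6*, in *mtDNA NZB* and in both, each with 1 of 60 splits, the real one. It is argued against for the mitochondrial genes raised or lowered in each haplotype and for the mitochondrial medians in each haplotype, with 1 of 60 splits each, apart from genes lowered in *mtDNA NZB* cells with 2 of 60, both on the study's list and on the mitochondrial genes picked by symbol alone. These shares are not adjusted for the number of results tested by splits. For the inflammatory and antioxidant genes raised or lowered in each haplotype 1 of 60 splits gave as many, but these lists come from the study of the same samples, so chance stays open for those counts. It cannot be excluded for the inflammatory medians, with 28 of 60 splits in *mtDNA B6* cells, 15 of 60 in *mtDNA NZB* cells and 21 of 60 for their difference. Genes different between activated cells numbered 0 (edgeR, 327 at an unadjusted p under 0.05, DESeq2 0), which every split reaches (60 of 60), so that the splits say nothing about chance there.

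Genes that differed between resting haplotypes numbered 107 over 24 libraries, as many as in 4 of 60 splits, so that chance cannot be excluded, and 323 over the paper's libraries, as in 1 of 60. Of the 4 marker lists that fell on activation, 1 had a median past 1 on the log2 scale between haplotypes over 24 libraries, namely erythroid cells at −1.28 (6 of 6 genes lower in *mtDNA NZB* cells). Granulocyte precursors had −0.53 (4 of 4 lower), myeloid cells −0.26 (7 of 8 lower) and neutrophils 0.33 (1 of 5 lower), so RNA from other spleen cells stays open over 24 libraries. Over the paper's libraries 3 lists did, with medians of −2.37 for granulocyte precursors, −2.62 for neutrophils and −3.44 for erythroid cells, and −0.64 for myeloid cells, which goes with it. The libraries differ in the unused resting replicate 6, without which 289 genes differed over the other 23. With marker RNA as a covariate 130 genes were called over 24 libraries and 0 over 21 (edgeR). With the set of libraries by reads per UMI as a term 1 gene was called over 24 libraries (edgeR, 1722 at an unadjusted p under 0.05) and 212 over the paper's libraries, 204 of them among the 323. This argues against a library batch as the whole cause over the paper's libraries. Over 24 the sets and haplotype cannot be told apart, because resting libraries of the 2 haplotypes are spread differently over the sets. RNA of other cells may account for part of the calls over the paper's libraries, as the 3 lists show, and an effect of haplotype stays open.

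The median difference in response of the antioxidant list was matched by 26 of 60 splits over 24 libraries and by 3 of 60 over the paper's libraries, so chance cannot be excluded in either. With marker RNA as a covariate it was 0.01 over 24 libraries and 0.09 over 21 (camera, unadjusted p = 0.849 and 0.147), and the antioxidant genes lowered in *mtDNA B6* cells went from 13 to 1 over 24 libraries and from 15 to 0 over 21 (edgeR, 1 at an unadjusted p under 0.05 in each; DESeq2 was not run with it), while those raised went from 11 to 11 and from 12 to 4. In *mtDNA NZB* cells the covariate took those lowered from 7 to 2 over 24 libraries and from 6 to 3 over 21. Those raised went from 15 to 15 and from 17 to 12 there. The marker RNA follows state, so the covariate takes up part of the contrast. Of the 15 antioxidant genes lowered in *mtDNA B6* cells over the paper's libraries, *Mpo*, itself a marker, and *Gpx3*, not tested over 24 libraries, were left out, and the other 13 had a median correlation of 0.546 with marker RNA across the 6 resting *mtDNA B6* libraries (exact one-sided permutation p = 0.0167, adjusted over 8 relations 0.117; Spearman's rho 0.543, p = 0.0319, adjusted 0.167; random lists −0.59 to 0.41; without the 2 farthest libraries 0.5). In the 6 resting *mtDNA NZB* libraries it was 0.413 (exact permutation p = 0.147, adjusted 0.196; rho 0.143, p = 0.340, adjusted 0.454) and −0.561 without the 2 farthest, so it rests on these. The 12 raised in *mtDNA B6* cells over the paper's libraries had 0.612 (exact permutation p = 0.0639, adjusted 0.17; rho 0.6, p = 0.0708, adjusted 0.189; without the 2 farthest 0.503) and 0.295 (p = 0.196, adjusted 0.224; rho −0.086, p = 0.643, adjusted 0.643; without them −0.705). RNA from other spleen cells may contribute to the antioxidant responses, and it cannot be told apart from haplotype because raised and lowered genes follow it alike and the relation in *mtDNA NZB* cells rests on few libraries.

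*mt-Nd4* was lower in *mtDNA NZB* than in *mtDNA B6* cells over the paper's libraries, by a log2 difference of −1.61 at rest (standard error 0.35, adjusted p = 0.012 from edgeR) and −2.25 when activated (adjusted p = 0.12). Over 24 libraries the difference was 0.81 at rest (adjusted p = 0.747), where resting *mtDNA NZB* replicate 2 holds 51409 counts and 1.36% of them on mitochondrially encoded genes, and −2.44 when activated (adjusted p = 1). A strain variant against the reference could lower some genes and not others, and 2 of the mitochondrially encoded genes tested, *mt-Rnr2* (0.09) and *mt-Cytb* (0.91), were not lower in *mtDNA NZB* cells at rest. It stays open because this does not separate a variant from a difference in expression, and the transcripts are few.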
